# Genome-wide CRISPR-KO Screen Uncovers mTORC1-Mediated Gsk3 Regulation in Naive Pluripotency Maintenance and Dissolution

**DOI:** 10.1016/j.celrep.2018.06.027

**Published:** 2018-07-11

**Authors:** Meng Li, Jason S.L. Yu, Katarzyna Tilgner, Swee Hoe Ong, Hiroko Koike-Yusa, Kosuke Yusa

**Keywords:** CRISPR, screening, naive pluripotency, exit from pluripotency, Akt, mTORC1, mTORC2, GATOR1, Nprl2, Tsc2

## Abstract

The genetic basis of naive pluripotency maintenance and loss is a central question in embryonic stem cell biology. Here, we deploy CRISPR-knockout-based screens in mouse embryonic stem cells to interrogate this question through a genome-wide, non-biased approach using the Rex1GFP reporter as a phenotypic readout. This highly sensitive and efficient method identified genes in diverse biological processes and pathways. We uncovered a key role for negative regulators of mTORC1 in maintenance and exit from naive pluripotency and provided an integrated account of how mTORC1 activity influences naive pluripotency through Gsk3. Our study therefore reinforces Gsk3 as the central node and provides a comprehensive, data-rich resource that will improve our understanding of mechanisms regulating pluripotency and stimulate avenues for further mechanistic studies.

## Highlights

• Genome-wide CRISPR screening identifies naive pluripotency regulators in mouse ESCs
• mTORC1-negative regulators from two axes show opposing phenotypes
• Gator1 is required for proper self-renewal and differentiation via Gsk3 regulation
• Tsc2 loss causes Akt-dependent, mTORC1-dependent Gsk3 suppression

## Introduction

Mouse embryonic stem cells (mESCs) are derived from the inner cell mass of blastocyst-stage embryos and can be indefinitely propagated while maintaining the ability to differentiate into all three germ layers. They have served not only as a platform for genome manipulation and production of transgenic mice but also as an essential model system to study the molecular mechanisms of self-renewal and differentiation. In particular, mechanisms that underpin the maintenance of pluripotency have been the subject of intense research, establishing the framework through which the pluripotent state is regulated by intrinsic and extrinsic factors. Intrinsically, the core transcription factors Pou5f1, Sox2, and Nanog act together with accessory factors Esrrb, Klf2, and Tfcp2l1 to consolidate the pluripotent identity (Hackett and Surani, 2014). Extrinsically, leukemia inhibitory factor (LIF)-STAT3 signaling plays a key role to sustain pluripotency (Ohtsuka et al., 2015) and Wnt signaling cooperates to suppress differentiation (Sato et al., 2004), whereas FGF-MAPK signaling is essential for mESCs to initiate differentiation (Kunath et al., 2007). In uncovering these basic principles, culture conditions that permit the preservation of pluripotency via dual inhibition of MEK and Gsk3 kinases (termed 2i) were established (Ying et al., 2008). mESCs cultured with 2i closely resemble epiblasts in pre-implantation embryos, sharing transcriptomic and epigenomic features that reflect the ground or naive state of pluripotency (Leitch et al., 2013, Marks et al., 2012).

As the mechanisms of pluripotency maintenance have become clearer, research focus has shifted toward understanding how the exit from pluripotency and initiation of lineage specification are achieved. In response to differentiation cues, mESCs must resolve the naive pluripotency network and initiate transcriptional events that drive the progression through an intermediate or formative state to the primed state (Smith, 2017). One key factor regulating this process is Tcf7l1, which is a transcriptional suppressor and colocalizes with Pou5l1 and Sox2, thereby counteracting their transcriptional activation and suppressing the intrinsic pluripotency program (Cole et al., 2008). Conversely, loss of Tcf7l1 resulted in upregulation of Nanog, severely delaying the onset of differentiation (Pereira et al., 2006). The activity of Tcf7l1 is subject to regulation by Wnt signaling and thus depends on Gsk3 activity. Inhibition of Gsk3 results in the nuclear translocation of β-catenin, which upon binding to Tcf7l1, abrogates its suppressor activity (Wray et al., 2011, Yi et al., 2011). This is a clear example of how extrinsic signaling dictates the dissolution of the core pluripotency network. Although reverse and forward genetic approaches have been successful in identifying such factors (Betschinger et al., 2013, Guo et al., 2011, Kaji et al., 2006, Leeb et al., 2014, Pereira et al., 2006), the full repertoire of genes and pathways involved in this process remains elusive.

The CRISPR-Cas system is the defense machinery found in a range of bacterial and archaea species (Makarova et al., 2015). Among them, the CRISPR-Cas9 system derived from *Streptococcus pyogenes* is most extensively characterized (Jinek et al., 2012, Jinek et al., 2014, Nishimasu et al., 2014, Sternberg et al., 2014) and has been adapted into versatile genetic tools (Adli, 2018). The key advantage of the CRISPR-Cas9 system is the high consistency and efficiency in generating targeted gene knockouts, which has enabled us and others to carry out genome-scale CRISPR-knockout (KO) screening in mammalian cells (Koike-Yusa et al., 2014, Shalem et al., 2014, Wang et al., 2014). CRISPR-KO screening has shown superior detection sensitivity compared to RNAi screens (Evers et al., 2016), and its resolving power is evident in the unraveling of genetic dependencies in cancer cells (Hart et al., 2015, Tzelepis et al., 2016, Wang et al., 2017).

Here we performed CRISPR-KO phenotypic screens to gain more in-depth insight and comprehensive understanding of the maintenance of and exit from naive pluripotency. The unbiased nature of CRISPR-KO screening revealed multiple genes and protein complexes whose functions have not previously been associated with pluripotency maintenance and/or differentiation. In particular, our screen revealed that regulation of Gsk3 activity is a key requirement in initiating differentiation. In addition, regulation of Gsk3 is mediated by Akt/mTOR signaling, subsequently linking nutrient and energy metabolism pathways to the exit from naive pluripotency. Our study therefore represents the most comprehensive account of the factors involved in the regulation of naive pluripotency, providing a key resource for further experimental interrogation.

## Results

### CRISPR-KO Self-Renewal Screen Identifies Genes Regulating Naive Pluripotency

We previously performed a cell-essentiality screen in JM8 mESCs and identified 1,680 genes as essential for survival and proliferation (Tzelepis et al., 2016). However, because the phenotypic readout was proliferation, we could not distinguish factors that positively or negatively affect pluripotency maintenance from those affecting cell survival and/or proliferation. In this study, we therefore redesigned a screen using a Rex1GFP reporter (Wray et al., 2011) as a phenotypic readout. *Rex1* (also known as *Zfp42*) expression is strictly restricted to the naive pluripotent state, and its pattern reflects a heterogeneity typically observed in mESCs cultured in the serum + LIF (SL) condition (Chambers et al., 2007). Upon differentiation, *Rex1* is rapidly downregulated, allowing the near real-time readout of the pluripotent state. However, caution is required when interpreting Rex1GFP phenotype, because non-related mechanisms can influence the GFP expression level. Because genes required for cell survival and/or proliferation in the 2i + LIF (2iL) condition have not been investigated and may differ from those required in the SL condition, we sought to perform a cell-essentiality screen in 2iL in parallel. We generated Rex1GFP-Cas9 mESCs by introducing the *Cas9* gene into the *Rosa26* locus (Figure S1) and used this line as wild-type mESCs throughout this study.

Figure 1A outlines our screening strategy. Rex1GFP-Cas9 mESCs were mutagenized with the v2 mouse genome-wide guide RNA (gRNA) library (Tzelepis et al., 2016). On day 2, transduced cells were collected by cell sorting and cultured in either the 2iL or the SL condition. On days 8 and 15 post-transduction, the GFP+ and GFP− populations were collected by sorting for the cells in SL, whereas cells in 2iL were simply collected without sorting. Subsequently, gRNA abundance was analyzed and statistical analyses were performed as detailed later. In all analyses, we computed depletion-enrichment (DE) scores to show contiguous negative-to-positive statistical values (see Experimental Procedures) (Tables S1 and S2).

**Figure 1:**
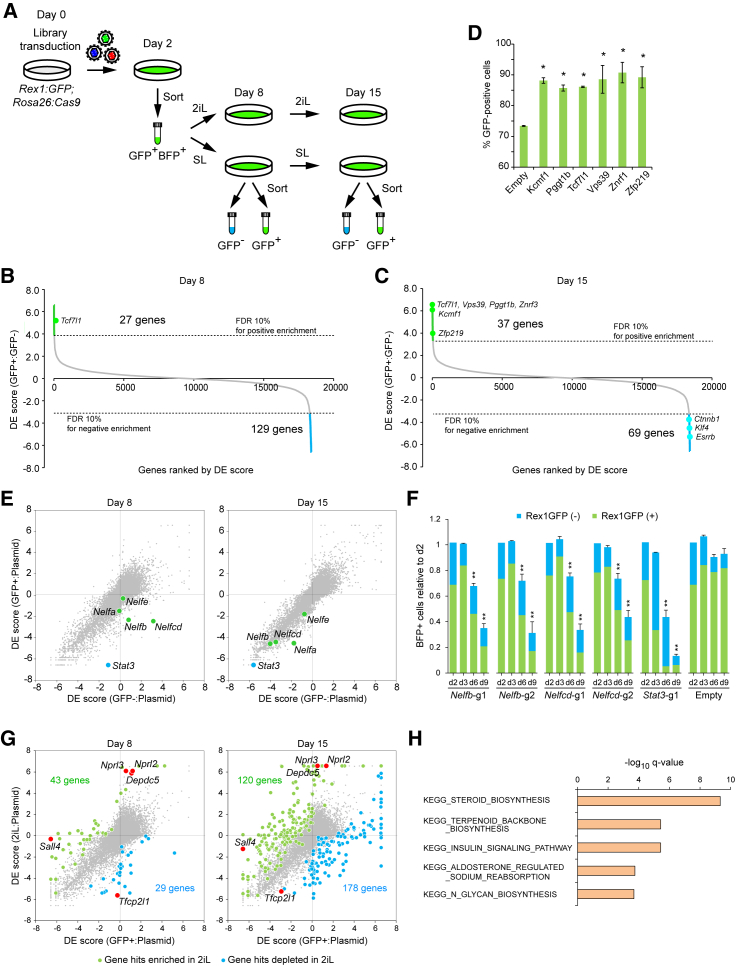
CRISPR-KO Screen in Maintenance of Naive Pluripotency (A) Screening strategy for maintenance of naive pluripotency. Lentivirus used expresses blue fluorescent protein (BFP), and transduced cells were thus enriched on day 2 by sorting. For mESCs in SL, gRNA abundance in sorted GFP+ and GFP− populations was analyzed. (B and C) Screen summaries as ranked DE score plots for day 8 (B) and day 15 (C) by comparing GFP+ and GFP− populations. (D) Validation of newly identified genes. (E and F) Differentiation trajectory (Figure S2) identified potential involvement of the negative elongation factor in naive pluripotency maintenance. (E) Validation experiment was performed with 2 gRNAs each for *Nelfb* and *Nelfcd*, together with a gRNA targeting *Stat3* as a positive control (F). (G) Comparison of the screen results between GFP+ cells in SL and the cells in 2iL. Green and blue dots indicate genes enriched or depleted in cells in 2iL. (H) GO terms overrepresented in processes specifically required in mESCs cultured in 2iL. Data are shown as mean ± SD. (D and F) n = 3. Student’s t test was performed. ^∗^p ≤ 0.05. See also Figures S1 and S2.

First, we performed statistical analysis comparing GFP+ and GFP− fractions from the SL condition. This identifies genes that affect the ratio between GFP+ and GFP− populations and thus are most likely to affect self-renewal. From positive selection, we identified 27 and 37 genes whose KO increased the GFP+ fraction on days 8 and 15, respectively, at a cutoff of the false discovery rate (FDR) of 10% (Figures 1B and 1C). Consistent with its established function, *Tcf7l1* was identified as a gene restricting the GFP+ fraction at both time points. We validated 5 genes identified in the day 15 dataset (*Vps39*, *Pggt1b*, *Znrf3*, *Kcmf1*, and *Zfp219*) that have not been previously linked to pluripotency maintenance (Figure 1D). We also identified 129 and 69 genes that, when knocked out, decreased the GFP+ fraction on days 8 and 15, respectively, from negative selection (Figures 1B and 1C). The genes on day 15 included accessory factors such as *Ctnnb1*, *Klf4*, and *Esrrb*.

We then performed additional statistical analysis by comparing the read counts between the library plasmid and the GFP+ or GFP− fractions. This comparison identifies genes that affect mutant representation during the course of screen (i.e., cell survival and/or proliferation). By comparing resulting DE scores between GFP+ and GFP− populations, the kinetics of genes affecting naive pluripotency maintenance can be captured (Figure S2). For instance, genes that exhibit rapid loss of pluripotency upon KO, such as *Pou5f1* and *Sox2*, had been already depleted from both GFP+ and GFP− populations by day 8, but genes in the LIF-Stat3 pathway showed depletion initially from the GFP+ population and then from the entire population, permitting direct observation of the differentiation trajectory (Figures S2G and S2H). We identified two subunits (Nelfb and Nelfcd) of the negative elongation factor complex, showing a trajectory similar to the LIF-Stat3 pathway genes (Figure 1E). Through individual gRNA experiments, we confirmed that gene inactivation resulted in gradual loss of naive pluripotency and eventual depletion from the entire culture (Figure 1F), confirming that our data can accurately capture the loss of the naive state across time.

Lastly, we compared genes essential for survival and/or proliferation between the GFP+ cells in SL and the cells in 2iL and found considerably different requirements to maintain proliferation in these conditions (Figure 1G). For example, *Sall4* is required for self-renewal in the SL condition, but not in the 2iL condition. Loss of *Tfcp2l1* and Gator1 complex genes (*Nprl2*, *Nprl3*, and *Depdc5*) showed a more pronounced effect in the 2iL condition than in the SL condition. Genes specifically required for cells in 2iL were enriched in metabolic and biosynthesis processes, which are likely to be a response to absence of serum constituents, and insulin signaling (Figure 1H). Altogether, these data uncover several genes not previously connected to naive pluripotency maintenance, highlighting the value of our genome-wide loss-of-function screens.

### CRISPR-KO Differentiation Screen Identifies Genes that Impede or Accelerate Pluripotency Exit

Next, we performed a CRISPR-KO screen to identify genes required for proper initiation of differentiation using the Rex1GFP reporter (Figure 2A; Figure S3). We compared gRNA abundance of the GFP+ fraction to that of the unsorted population and identified 563 genes (FDR 10% cutoff for positive selection) required for proper exit from pluripotency (Figure 2B) (Tables S1 and S2). The two positive control genes, *Tcf7l1* and *Apc*, were identified among the hits. We were also able to identify 12 genes whose loss accelerated differentiation with a relaxed cutoff of FDR of 25% (Figure 2B). To confirm the validity of our result, we performed gene set enrichment analysis (GSEA) using a control gene set including 28 genes identified by an RNAi screen performed in a similar experimental setting (Betschinger et al., 2013). This gene set showed strong enrichment in our screen, indicating high concordance (Figure 2C). We also performed GSEA using genes identified in our self-renewal screen (Figure 1C) and observed a positive correlation with the differentiation screen; genes that increased the GFP+ fraction in the SL condition showed higher retention of Rex1GFP expression during differentiation, and vice versa (Figures 2D and 2E). This indicates that gene hits in self-renewal in the SL condition most likely show the same effect in the differentiation condition. However, genome-wide comparison of the self-renewal and differentiation screens revealed that most genes showing higher GFP retention upon differentiation did not influence the GFP+:GFP− ratio in the SL condition (Figure 2F). These results suggest that there are at least 2 distinct classes of genes regulating the maintenance of and/or exit from naive pluripotency.

**Figure 2:**
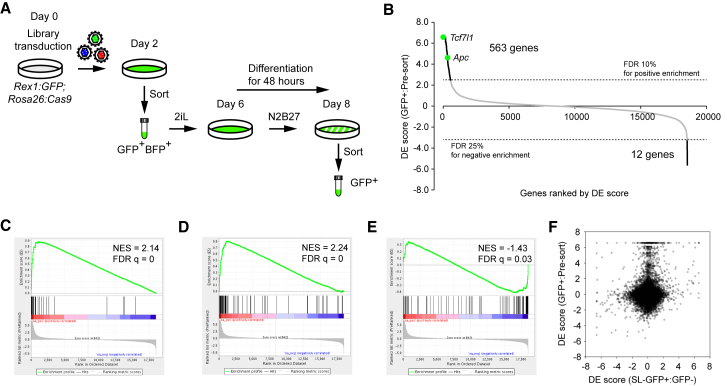
CRISPR-KO Screen in Exit from Naive Pluripotency (A) Screening strategy for exit from naive pluripotency. (B) Screen summary shown as a ranked DE score plot. (C–E) GSEA for a gene set identified by a siRNA screen (Betschinger et al., 2013) (C) and a set of genes identified in positive (D) and negative (E) selection from our self-renewal screen (GFP+:GFP−) on day 15. NES, normalized enrichment score. (F) Comparison of DE scores between self-renewal (day 15) and differentiation screens. Although there are correlations as observed in (D) and (E), most genes identified in exit from pluripotency do not have a major impact on Rex1GFP heterogeneity in maintenance culture. See also Figures S1 and S3.

### Pathways Involved in the Exit from Pluripotency Are Diverse

To gain a comprehensive picture of genes involved in naive pluripotency exit, we performed GSEA using the entire Reactome and KEGG gene sets and identified known signaling pathways such as fibroblast growth factor (FGF)-mitogen-activated protein kinase (MAPK), Wnt, and phosphatidylinositol 3-kinase (PI3K) pathways, mRNA degradation, and microRNA (miRNA) biogenesis pathways (Table S3). The remaining processes are relatively less studied in the context of mESC differentiation. For example, mitochondrial genes showed the strongest enrichment; nearly a half of the 563 gene hits were mitochondrial genes. In addition, glycolysis was identified in GSEA. Although it is known that naive pluripotent cells show higher mitochondrial activity than cells with primed pluripotency (Zhou et al., 2012), how ATP production affects the onset of differentiation remains elusive. In addition, genes involved in endosome and vesicle trafficking were enriched, but their involvement is not well understood.

We have summarized our findings by grouping our gene hits in the context of signaling, protein complexes, and other functional categories (Figure 3). In the signaling category, genes involved in FGF-MAPK, LIF-STAT, PI3K-AKT, and Wnt pathways were identified. mRNA degradation pathways such as non-sense-mediated decay (Li et al., 2015) and the m^6^-A RNA methylation enzyme complex (Batista et al., 2014, Geula et al., 2015) have been previously described. miRNAs are also known to regulate differentiation (Kanellopoulou et al., 2005, Sinkkonen et al., 2008). In the nucleus, several chromatin-modifying and chromatin-remodeling complexes were identified (Cruz-Molina et al., 2017, Kaji et al., 2006, Whyte et al., 2012). *Pou5f1* was identified as a gene required for differentiation. Although complete loss of Pou5f1 leads to differentiation (Niwa et al., 2000), Pou5f1 is also known to have roles in lineage specification (Wang et al., 2012, Yang et al., 2014). It has also been shown that *Pou5f1*^+/−^ ESCs show enhanced self-renewal capability and resistance to differentiation (Karwacki-Neisius et al., 2013). Because double-stranded break (DSB)-mediated genome editing generates various alleles, our mutant library must have contained heterozygously edited cells, which correspondingly showed a delayed differentiation phenotype.

**Figure 3:**
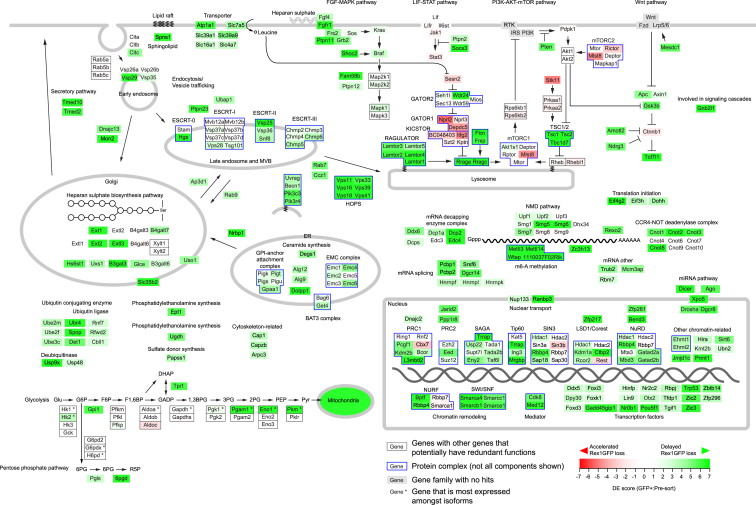
Genes Identified in the CRISPR-KO Screen for Exit from Naive Pluripotency Genes with known functions are placed in pathways, protein complexes, or cellular compartments. When genes with redundant function are present, these genes are boxed in black. Defined protein complexes are boxed in blue. Not all components are shown for protein complexes. See also Figure S4.

In addition to known genes and pathways, we identified other pathways not previously connected to naive pluripotency exit. For instance, genes in the heparan sulfate biosynthesis pathway were identified. As a known positive regulator of FGF signaling (Ornitz, 2000), the deficiency likely results in weakened FGF-MAPK signaling. We also identified multiple genes involved in vesicle trafficking and endocytosis. Of the various complexes identified, all 6 genes that compose the homotypic fusion and protein sorting (HOPS) complex showed strong differentiation defects, and one of the genes, *Vps39*, was identified in the self-renewal screen as a factor that decreases heterogeneity (Figures 1C and 1D). We validated some factors by individual gRNA experiments (Figure S4), showing the accuracy of our screen results. Altogether, these findings indicate that our screen both confirmed and added to genes known to participate in naive pluripotency exit. Our screen therefore provides a comprehensive dataset for better understanding the molecular mechanisms underlying exit from naive pluripotency.

### Increasing mTORC1 Activity through Gator1 or Tsc1/2 Loss Results in Opposing Phenotypes

The two mTOR-containing complexes, namely, mTORC1 and mTORC2, are crucial mediators or regulators of the PI3K-Akt pathway in response to external growth stimuli and involved in multiple processes such as translation regulation, energy metabolism, autophagy, and development (Saxton and Sabatini, 2017). mTORC1 activity is also regulated by amino acid sensing (Wolfson and Sabatini, 2017). In the previous small interfering RNA (siRNA) screen, mTORC1 regulators such as Tsc1/2, RagA/C, folliculin, and the Lamtor complex were identified (Betschinger et al., 2013). Our screen identified additional factors involved in mTORC1 regulation and thus further connects the mTOR network to pluripotency regulation (Figure 3). These factors include the Gator1, Gator2, and Kicstor complexes, as well as Stk11. At a relaxed cutoff, we were able to identify Rictor, an essential component of the mTORC2 complex. We also identified Mlst8, a factor that was identified in both mTORC1 and mTORC2 complexes but that is specifically required for mTORC2 function (Guertin et al., 2006). With the exception of Wdr24, these genes, when perturbed, demonstrated accelerated differentiation.

The Tsc1/2 complex functions as guanosine triphosphatase (GTPase)-activating protein (GAP) toward Rheb (Inoki et al., 2003) (Figure 4A). Genetic deletion of the Tsc1/2 complex leaves Rheb in a guanosine triphosphate (GTP)-bound active form, resulting in constitutive activation of mTORC1 (Zhang et al., 2003). The Gator1 complex also negatively regulates mTORC1 activity through its GAP activity toward RagA in response to amino acid sensing (Bar-Peled et al., 2013) (Figure 4A). Therefore, Tsc1/2 and Gator1 complexes negatively regulate mTORC1 via two distinct signaling cascades. However, in both self-renewal and differentiation screens, these two complexes showed opposing phenotypes. During self-renewal, Gator1 complex KO increased heterogeneity, while Tsc1/2 KO acted to preserve homogeneity (Figure 4B). Under differentiation conditions, Tsc1/2 deficiency resulted in strong resistance to differentiation, whereas Gator1 KO accelerated differentiation (Figure 4C). Because both mTORC1 regulators are less understood in the context of mESC self-renewal and differentiation, we sought to carry out further molecular studies on these hits.

**Figure 4:**
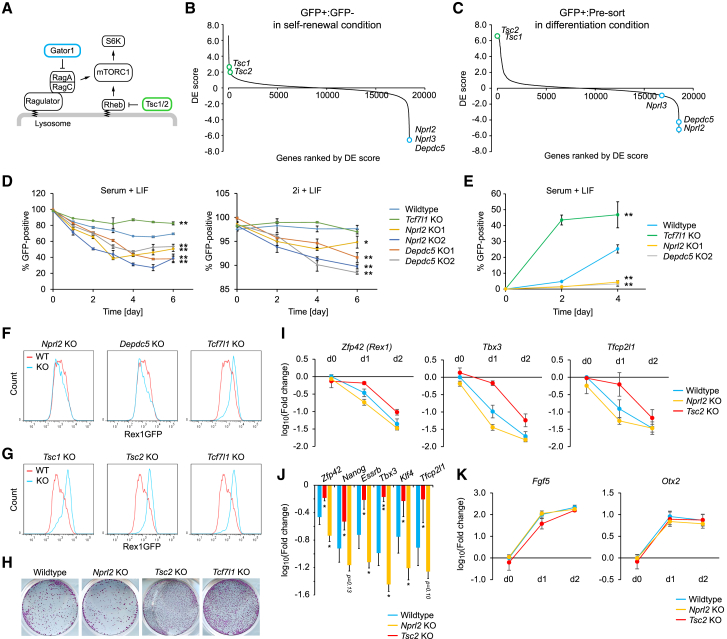
Gator1 and Tsc2 Loss Exhibit Opposing Phenotype on Naive Pluripotency Network Resolution (A) Schematic of mTORC1 regulators. (B and C) Ranked DE score plots from the self-renewal (B) and differentiation (C) screens, highlighting opposing phenotypes between Tsc1/2 and Gator1. (D) Maintenance of naive pluripotency measured as a percentage of Rex1GFP+ cells in the SL condition (left panel) and the 2iL condition (right panel). (E) Reacquisition of naive pluripotency. (F and G) RexGFP profiles of indicated KO mESCs after 27 hr differentiation for Gator1 (F) and Tsc1/2 (G) complex. *Tcf7l1* KO mESCs were used as a positive control. (H) Commitment assay. (I–K) qRT-PCR analysis of differentiating wild-type, *Nprl2* KO mESCs, and *Tsc2* KO mESCs at the indicated days. Selected naive (I and J) and formative (K) markers were analyzed. Day 1 data are summarized in (J). Expression was normalized to day 0 wild-type expression, from which log_10_(fold change) were calculated. Data are shown as mean ± SD. (D, E, and I–K) n = 3. Student’s t test was performed. ^∗^p ≤ 0.05; ^∗∗^p ≤ 0.01. See also Figures S4 and S5.

### Gator1 Depletion Diminishes Self-Renewal and Promotes Differentiation

First, we generated *Nprl2* and *Depdc5* KO mESCs in the Rex1GFP background (Figures S5A and S5B). These KO mESCs showed indistinguishable morphology from wild-type cells and, as expected, upregulation of mTORC1 activity (Figure S5E). To investigate their self-renewal capability, we analyzed the percentage of cells retaining Rex1GFP expression after sorting GFP+ cells. In the SL condition, the GFP+ fraction in wild-type cells decreased for the first 4 days and plateaued around 70%, whereas *Tcf7l1* KO mESCs maintained a higher GFP+ fraction around 90% (Figure 4D, left panel). All *Nprl2* or *Depdc5* KO clones showed kinetics similar to wild-type cells but plateaued at a GFP+ fraction of 40%–50%, significantly lower than that of wild-type cells (Figure 4D, left panel). In the 2iL condition, there was no difference between wild-type and *Tcf7l1* KO mESCs; however, both *Nprl2* and *Depdc5* KO mESCs lost 5%–10% of the GFP+ fraction by day 6 (Figure 4D, right panel). We also investigated reactivation of *Rex1* expression by culturing sorted GFP− cells. In wild-type and *Tcf7l1* KO mESCs, approximately 20% and 50%, respectively, reactivated GFP expression by day 4, but reactivation in both *Nprl2* and *Depdc5* KO mESCs was far less efficient, resulting in only 2%–3% (Figure 4E). These results validate the Gator1 KO phenotype observed in our self-renewal screen and indicate that self-renewal capability is partially compromised in Gator1 KO mESCs.

### Tsc1/2 Depletion Delays Differentiation and Reinforces Naive Pluripotency

To analyze differentiation phenotype of the two mTORC1-negative regulators, we also generated *Tsc1* and *Tsc2* KO mESCs and confirmed expected mTORC1 upregulation (Figures S4C−S4E). We analyzed GFP profiles on day 1 of differentiation. All phenotypes observed in individual KO mESCs were in agreement with our screening results: Gator1 KO mESCs lost Rex1GFP faster than wild-type, whereas Tsc1/2 KO mESCs failed to initiate differentiation (Figures 4F and 4G). To test whether the Rex1GFP profiles correlated with cellular lineage commitment, we reseeded cells into the 2iL medium after 24 hr differentiation. We found that the number of alkaline phosphatase-positive colonies correlated with the Rex1GFP profiles (Figure 4H). To confirm, we analyzed the expression level of key naive and formative-stage markers up to day 2. All naive markers showed significant delay in downregulation in *Tsc2* KO mESCs, whereas 4 of the 6 markers tested showed significant accelerated downregulation at day 1 in *Nrpl2* KO mESCs (Figures 4I and 4J). However, upregulation of 2 formative-stage makers (*Fgf5* and *Otx2*) was not significantly affected (Figure 4K), although *Fgf5* upregulation is slightly weaker in *Tsc2* KO mESCs at day 1. We thus confirmed the effect of both mTORC1-negative regulators on naive pluripotency by individual gene targeting.

### Gsk3 Is Differentially Regulated in *Nprl2* and *Tsc2* KO mESCs

mTORC1 upregulation and resulting S6K activation are known to induce the negative feedback loop and attenuate Akt activation (Zhang et al., 2006). Gsk3 is a direct downstream target of Akt and plays a central role in self-renewal and differentiation (Martello et al., 2012, Wray et al., 2011). We therefore investigated phosphorylation status of key proteins in the Akt-mTORC1 pathway. Unexpectedly, while phosphorylation on Akt-S473 was abolished as a result of negative feedback in *Nprl2* KO mESCs, *Tsc2* KO mESCs showed substantial upregulation of the phosphorylation (Figure 5A). Mirroring this pattern, Gsk3β-S9 phosphorylation was significantly downregulated in *Nprl2* KO mESCs but increased in *Tsc2* KO mESCs (Figures 5A and 5B). Another Akt target PRAS40 (also known as Atk1s1) was upregulated in both KO mESCs (Figure 5A). Altogether, both KO mESCs showed expected mTORC1/S6K upregulation but seemingly divergent phosphorylation patterns on Akt and its downstream targets.

**Figure 5:**
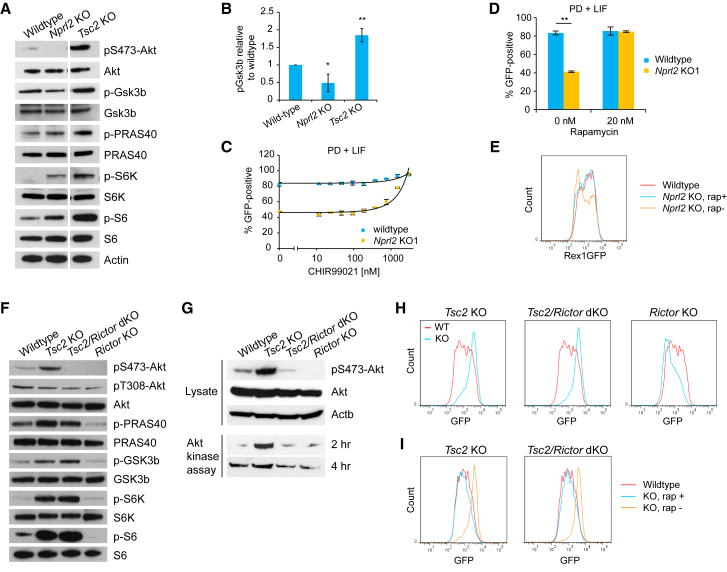
Gsk3 Is Differentially Affected by mTORC1 Upregulation upon *Nprl2* and *Tsc2* Loss (A) Western blot analysis of key phosphorylation sites in the Akt-mTORC1 pathway. (B) Quantification of the phospho-Gsk3β level. (C) Percentage of Rex1GFP+ cells in response to reducing the dose of CHIR992021 in wild-type and *Nprl2* KO mESCs. (D) Restabilization of naive pluripotency by rapamycin in *Nprl2* KO mESCs. (E) Restoration of differentiation in *Nprl2* KO mESCs by rapamycin. (F) Phosphorylation profile in *Tsc2* KO mESCs with or without *Rictor* KO. (G) Akt kinase assay. (H) Rex1GFP profile of indicated KO mESCs after 27 hr differentiation. (I) Full restoration of differentiation in both *Tsc2* sKO and *Tsc2/Rictor* dKO mESCs by rapamycin. Data are shown as mean ± SD. (B and D) n = 3. Student’s t test was performed. ^∗^p ≤ 0.05; ^∗∗^p ≤ 0.01. See also Figures S4 and S5.

### Increased Gsk3 Activity Destabilizes Naive Pluripotency in *Nprl2* KO mESCs

Given that Gsk3 plays a pivotal role in regulating naive pluripotency, we hypothesized that phenotypic discrepancy between *Tsc2* and *Nprl2* KO mESCs is mediated by the difference in Gsk3 regulation. To further investigate the effect of Gsk3 activity in *Nprl2* KO mESCs, we seeded GFP+ *Nprl2* KO mESCs into N2B27+1iL (MEKi + LIF) medium supplemented with serially diluted Gsk3 inhibitor and measured the percentage of GFP+ cells after 3 days. Although 80% of wild-type cells could maintain Rex1GFP expression even in the absence of the GSK3 inhibitor, *Nprl2* KO mESCs were more sensitive to the GSK3 inhibitor dose and more than 50% of the cells lost GFP expression in the absence of the inhibitor (Figure 5C). This result clearly indicates that *Nprl2* KO mESCs have elevated Gsk3 activity and thus depend more on Gsk3 inhibition to maintain Rex1GFP expression. If the negative feedback mechanism is responsible in *Nprl2* KO mESCs, mTORC1 inhibition via rapamycin should reactivate Akt and hence downregulate Gsk3, thereby rescuing phenotype in both self-renewal and differentiation. As shown in Figure 5D, rapamycin-treated *Nprl2* KO mESCs maintained Rex1GFP expression as efficiently as wild-type cells in the absence of the GSK3 inhibitor. The same treatment in differentiation conditions also rescued *Nprl2* KO phenotype, showing a Rex1GFP profile identical to that of wild-type cells (Figure 5E). Altogether, our results revealed an amino acid-sensing mediator, the Gator1 complex, as a regulator of naive pluripotency.

### Increased Akt Activation in *Tsc2* KO mESCs Does Not Contribute to Phenotypic Outcome

*Tsc2* KO mESCs showed expected mTORC1 activation (Figure 5A) and, as seen in *Tsc2* KO mouse embryonic fibroblasts (MEFs) (Zhang et al., 2006), upregulation of Gsk3 phosphorylation. However, in sharp contrast to *Tsc2* KO MEFs, we found that *Tsc2* KO mESCs showed substantial upregulation of phosphorylation on Akt-S473 (Figures 5A and 5F), suggesting that Akt is upregulated, rather than being attenuated. Overexpression of constitutively active Akt is known to sustain self-renewal in the absence of LIF and to be associated with increased Gsk3 phosphorylation (Bechard and Dalton, 2009, Watanabe et al., 2006). These observations raised the possibility that in *Tsc2* KO mESCs, upregulated Akt suppresses Gsk3 and sustains naive pluripotency.

To explore whether downregulation of Akt-S473 alters Gsk3 activity, we inactivated the mTORC2 complex by knocking out *Rictor*, an essential component of the mTORC2 complex (Guertin et al., 2006), in *Tsc2* KO and wild-type backgrounds (Figure S5F). Phosphorylation of Akt-S473 was abolished in both *Tsc2/Rictor* double-KO (dKO) and *Rictor* single-KO (sKO) cells, indicating that mTORC2 is fully responsible for the phosphorylation of Akt-S473 and that, unlike in *Tsc2* KO MEFs (Huang et al., 2008), mTORC2 was ectopically activated in *Tsc2* sKO mESCs. However, phosphorylation at T308 was only slightly affected in KO mESCs (Figure 5F). To confirm Akt activity, we performed a kinase assay using total Akt immunoprecipitated from the KO lines. Consistent with the S473 phosphorylation pattern, Akt from *Tsc2* sKO mESCs showed a markedly upregulated kinase activity, whereas Akt from both *Tsc2*/*Rictor* dKO and *Rictor* sKO mESCs showed minimal activity (Figure 5G). The lack of mTORC2 activity did not affect the mTORC1 pathway in *Tsc2*/*Rictor* dKO mESCs, as evident from the comparable phosphorylation levels on S6K and S6 (Figure 5F). Although *Rictor* sKO and *Tsc2/Rictor* dKO mESCs both showed minimal Akt activity, both Gsk3 and PRAS40 remained highly phosphorylated in *Tsc2/Rictor* dKO mESCs as in *Tsc2* sKO mESCs, but not in *Rictor* sKO mESCs (Figure 5F), suggesting that Gsk3 is not under the control of Akt in a *Tsc2*-deficient background. Consistent with the Gsk3 phosphorylation status, *Tsc2/Rictor* dKO mESCs showed delayed differentiation comparable to that observed in *Tsc2* sKO mESCs (Figure 5H). In contrast, *Rictor* sKO mESCs showed an accelerated differentiation phenotype, which is consistent with our screening data (Figure 3). It has been reported that in *Tsc2*-deficient MEFs, activated S6K constitutively phosphorylates Gsk3 and downregulates its kinase activity, which is reversible upon rapamycin treatment (Zhang et al., 2006). Consistent with the literature, rapamycin treatment fully rescued the delayed differentiation observed in both *Tsc2* sKO and *Tsc2/Rictor* dKO mESCs. Both KO cells showed identical differentiation kinetics to wild-type mESCs (Figure 5I). Altogether, *Tsc2* KO causes Akt activation in mESCs, but activated mTORC1/S6K plays a major role in influencing naive pluripotency through Gsk3 regulation.

### *Nprl2* and *Tsc2* KO Transcriptomes Reveal Differences in Naive and Formative Gene Expression

To further explore the implications of *Nprl2* and *Tsc2* KO on stem cell properties, we performed RNA sequencing (RNA-seq) analysis on both KO lines and compared them with wild-type cells (Figure 6A). 

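RNA was sequenced from GFP+ mESCs of 3 genotypes, wild-type, *Nprl2* KO and *Tsc2* KO, with 2 libraries per genotype. The cells are E14-derived mESCs that carry Cas9 and a GFP reporter of *Rex1*, a gene listed in the files as *Zfp42*, and GFP+ cells are those with reporter expression. Strand-specific mRNA libraries were sequenced with paired-end reads on a HiSeq2500, and the authors estimated the number of reads from each RefSeq transcript with kallisto. They deposited these estimated counts without normalization, beside values scaled for transcript length and library total (TPM). Of the 34079 transcripts listed, 33713 were assigned to a gene through the RefSeq gene table of GRCm38.p6 and 192 through GENCODE M21, and 174 were left out. The estimated counts were summed for each of 24296 genes and rounded to whole numbers. The total of estimated counts was 11332327 and 8610357 in the wild-type libraries, 10810667 and 13299928 in *Nprl2* KO, and 12641510 and 13780861 in *Tsc2* KO. Between 1.65% and 2.03% of it came from transcripts without a gene. At these totals, 3 counts, which is the most that a count of 0 allows, correspond to between 0.222 and 0.354 CPM (counts scaled to a common library total). This limit covers counting error only, because reads without molecular identifiers are not independent molecules. edgeR's filter on low counts left 13725 genes, which were tested in a single fit of all 6 libraries after TMM normalization, and a gene was called when its adjusted p was under 0.05. The common biological coefficient of variation was 0.0777. Libraries of the same genotype differed by more than sampling noise, with a chi-square per gene of 3.97 in wild-type, 5.12 in *Nprl2* KO and 4.69 in *Tsc2* KO, where sampling noise alone gives 1. The targeted genes were measured first. *Nprl2* was at 6.23 ± 0.383 CPM (SD, n = 2) in *Nprl2* KO and at 12.2 ± 0.612 CPM (SD, n = 2) in wild-type, a log2 fold change of -0.96 (SE 0.18, adjusted p = 0.00888 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was at 13.3 ± 2.02 CPM (SD, n = 2) in *Tsc2* KO. The adjusted p for *Nprl2* in *Nprl2* KO moved most with DESeq2 fitted to each pair of genotypes, which was added after the authors' values had been seen, to 0.0503, and lay between 3.8e-05 and 0.0503 over 8 alternative fits. *Tsc2* was at 65.5 ± 2.57 CPM (SD, n = 2) in *Tsc2* KO and at 153.9 ± 2.28 CPM (SD, n = 2) in wild-type, a log2 fold change of -1.23 (SE 0.08, adjusted p = 9.7e-07 from the same edgeR test), and at 154.7 ± 10.4 CPM (SD, n = 2) in *Nprl2* KO. Each KO allele lacks an exon chosen by the authors, and the deposited values are per transcript and do not separate exons.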

To minimize the impact that arises from the different level of heterogeneity present in each KO line, we sorted GFP+ cells before RNA isolation. 

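By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 883 genes differed between *Nprl2* KO and wild-type mESCs, 381 higher and 502 lower in the KO. Between *Tsc2* KO and wild-type mESCs, 3996 genes differed, 2050 higher and 1946 lower in the KO. Compared directly, *Tsc2* KO and *Nprl2* KO mESCs differed in 4692 genes, 2408 of them higher in *Tsc2* KO and 2284 higher in *Nprl2* KO. With limma on log2(TPM + 1), 1994 genes were higher and 1352 lower in *Tsc2* KO than in wild-type, and the direct comparison gave 2474 genes higher in *Tsc2* KO and 1531 higher in *Nprl2* KO. Without the filter on low counts, the number of genes rose to 1667 in *Nprl2* KO and 4638 in *Tsc2* KO. With DESeq2 in place of edgeR, it was 683 in *Nprl2* KO and 2742 in *Tsc2* KO, and 606 and 2675 of these genes were also called by edgeR. Among the genes with the largest rises in *Nprl2* KO was *Nupr1*, at 11.6 ± 0.401 CPM (SD, n = 2) against 1.82 ± 0.376 CPM (SD, n = 2) in wild-type, a log2 fold change of 2.64 (SE 0.22, adjusted p = 5.6e-05 from the same edgeR test). Rises were ranked among called genes with a mean log2 CPM of at least 1 and both KO libraries above both wild-type libraries. Among them, *Xlr4a* had the largest rise in *Tsc2* KO, with 17.8 ± 0.195 CPM (SD, n = 2) against 1.09 ± 0.519 CPM (SD, n = 2), a log2 fold change of 3.96 (SE 0.26, adjusted p = 1.3e-06 from the same edgeR test). The gene belongs to a family of near-identical X-linked copies, between which kallisto divides the reads. *Rian*, an imprinted RNA gene on chromosome 12, was at 199.4 ± 21.0 CPM (SD, n = 2) in wild-type, 7.41 ± 2.99 CPM (SD, n = 2) in *Nprl2* KO and 6.92 ± 5.17 CPM (SD, n = 2) in *Tsc2* KO. Its log2 fold change was -4.72 (SE 0.55, adjusted p = 0.034 from the same edgeR test) in *Nprl2* KO and -4.87 (SE 0.55, adjusted p = 0.00967) in *Tsc2* KO. In *Nprl2* KO, *Rian* was called under 7 of 8 alternatives. It was not called by edgeR's test with the replicate number as a block in the fit (adjusted p = 0.0627). Libraries of different genotypes share only these numbers, so whether they form pairs is not known. *Mirg*, which lies beside *Rian*, was at or under 3 counts in both libraries of each KO, at least 30.8-fold lower than wild-type in *Nprl2* KO and at least 35.9-fold lower in *Tsc2* KO.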

We detected 512 and 2,589 differentially expressed genes in *Nprl2* and *Tsc2* KO mESCs, respectively, (FDR < 0.05). We first analyzed expression of marker genes for general, naive, and formative pluripotency markers (Figure 6B). Although general pluripotency genes were similarly expressed in all genotypes, strikingly different expression patterns were observed in naive and formative pluripotency genes between the two KO mESCs. 

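The 8 general pluripotency genes shown in Fig. 6B were compared as a list with limma's camera, which tests whether the genes of a list move together against all other genes tested, with an inter-gene correlation of 0.01. Adjusted p values of lists were computed over 42 tests, of 14 lists in 3 comparisons. The median log2 fold change of the list was -0.11 in *Nprl2* KO (adjusted p = 0.166 from limma's camera, higher in 3 of 8 genes) and -0.23 in *Tsc2* KO (adjusted p = 0.0239, higher in 2 of 8 genes). Between the KOs it was -0.06 (adjusted p = 0.287). The median in *Nprl2* KO lay between -0.19, without its library 1, and -0.02, without its library 2, and the median in *Tsc2* KO was -0.15 without its library 2. In *Nprl2* KO, 1 gene of the list was called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 2 were called when adjusted over the list alone. In *Tsc2* KO, 5 genes were called, and 5 when adjusted over the list alone. The list was chosen for a figure of these libraries, so the count over the list alone is not independent evidence. *Pou5f1* was at 1143 ± 49.8 CPM (SD, n = 2) in wild-type, 1175 ± 130.3 CPM (SD, n = 2) in *Nprl2* KO (adjusted p = 0.838 from edgeR's test) and 1135 ± 103.2 CPM (SD, n = 2) in *Tsc2* KO (adjusted p = 0.946). *Sox2* was at 461 ± 6.81 CPM (SD, n = 2) in wild-type, 415.6 ± 13.0 CPM (SD, n = 2) in *Nprl2* KO (adjusted p = 0.243 from edgeR's test) and 465.4 ± 43.2 CPM (SD, n = 2) in *Tsc2* KO (adjusted p = 0.907). *Lin28a* was lower in both KOs, with 625.4 ± 1.04 CPM (SD, n = 2) in wild-type, 481.1 ± 3.23 CPM (SD, n = 2) in *Nprl2* KO (log2 fold change -0.38, SE 0.07, adjusted p = 0.0105 from edgeR's test) and 279.2 ± 32.5 CPM (SD, n = 2) in *Tsc2* KO (log2 fold change -1.16, SE 0.08, adjusted p = 1.3e-06). *Zic2*, *Sall4* and *Utf1* were also called lower in *Tsc2* KO, with log2 fold changes of -1.03, -0.26 and -0.64. The adjusted p of *Utf1* was 0.0488 from edgeR's test and lay between 8.9e-16 and 0.0537 over 8 alternatives, above the threshold with upper-quartile normalization. *Zfp281* was called higher in *Tsc2* KO, with a log2 fold change of 0.58, and lies on chromosome 1, whose genes had a median log2 fold change of 0.37 in *Tsc2* KO.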

In *Tsc2* KO mESCs, naive pluripotency genes such as *Klf4* and *Esrrb* were significantly upregulated, whereas formative pluripotency marker genes such as *Fgf5* and *Dnmt3b* were downregulated. 

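The 17 naive pluripotency genes of Fig. 6B had a median log2 fold change of 0.91 in *Tsc2* KO (adjusted p = 3.4e-17 from limma's camera), and 16 of them were higher than in wild-type. In *Tsc2* KO 12 were called, each of them higher, and 14 when adjusted over the list alone.
*Klf4* was at 99.9 ± 9.38 CPM (SD, n = 2) in *Tsc2* KO and at 44.9 ± 4.19 CPM (SD, n = 2) in wild-type, a log2 fold change of 1.15 (SE 0.11, adjusted p = 1.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Esrrb* was at 732 ± 3.70 CPM (SD, n = 2) in *Tsc2* KO and at 348.3 and 370 CPM in the wild-type libraries, a log2 fold change of 1.03 (SE 0.07, adjusted p = 1.6e-06 from the same edgeR test). In both genes the difference was larger than the spread between the libraries of either genotype.
*Tbx3* and *Tfcp2l1* changed more, with log2 fold changes of 1.87 (SE 0.08, adjusted p = 7.2e-08 from the same edgeR test) and 2.09 (SE 0.18, adjusted p = 8.0e-04). *Tfcp2l1* is among 3 naive genes on chromosome 1, where most genes were higher in *Tsc2* KO, and the median of the other naive genes was 0.79. *Lifr* was lower than in wild-type, with a log2 fold change of -0.29 (SE 0.11, adjusted p = 0.0658 from the same edgeR test). With the replicate number as a block it was called, and so were *Klf2* and *Nr0b1*, both higher.
The 10 formative pluripotency genes had a median log2 fold change of -1.66 in *Tsc2* KO (adjusted p = 7.8e-19 from limma's camera), and 10 of 10 were lower. Of these, 8 were called, and 8 when adjusted over the list alone. With the replicate number as a block, *Dnmt3a* and *Fgf5* were called as well. *Dnmt3b* was at 177.5 ± 1.85 CPM (SD, n = 2) in *Tsc2* KO and at 772 ± 59.5 CPM (SD, n = 2) in wild-type, a log2 fold change of -2.12 (SE 0.08, adjusted p = 1.5e-08 from the same edgeR test).
*Fgf5* was at 1.43 ± 0.693 CPM (SD, n = 2) in *Tsc2* KO and at 3.11 ± 2.54 CPM (SD, n = 2) in wild-type, a log2 fold change of -1.20 (SE 0.65, adjusted p = 0.22 from the same edgeR test). The wild-type libraries themselves differed, with 4.91 and 1.32 CPM of *Fgf5*, and without wild-type library 1 the log2 fold change of *Fgf5* was 0.09. Its adjusted p lay between 0.00195 and 0.367 over 8 alternatives. The gene was called under 2 of them, without the filter on low counts and with the replicate number as a block.

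**Figure D1:**
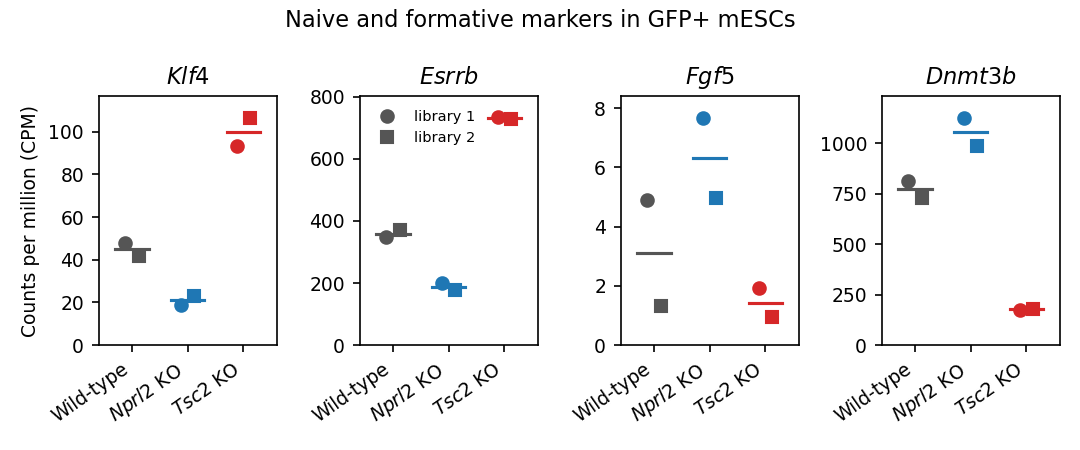
CPM (y axis from 0) of *Klf4*, *Esrrb*, *Fgf5* and *Dnmt3b* in GFP+ mESCs of each genotype (x axis). Each point is a library (circles, library 1, and squares, library 2) and each line is the mean of 2 libraries. The libraries do not overlap between genotypes for *Klf4*, *Esrrb* and *Dnmt3b*, while the wild-type libraries lie at 4.91 and 1.32 CPM for *Fgf5*.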

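The size of the differences was compared between the KOs. Among called genes the median absolute log2 fold change was 0.55 in *Nprl2* KO and 0.60 in *Tsc2* KO, and the SD of the log2 fold changes of all genes tested was 0.41 and 0.64. When each KO was fitted with the wild-type libraries alone, the order of the medians reversed, with 0.60 in *Nprl2* KO and 0.58 in *Tsc2* KO. It also reversed with limma on log2(TPM + 1), with 0.64 and 0.60, while the SD was larger in *Tsc2* KO under every alternative that kept all libraries.
In *Nprl2* KO the naive genes had a median log2 fold change of -0.43 (adjusted p = 1.9e-19 from limma's camera), and 15 of 17 were lower than in wild-type. Of these, 8 were called, all lower, and 11 when adjusted over the list alone. *Klf4* was at 21.0 ± 2.86 CPM (SD, n = 2) in *Nprl2* KO, a log2 fold change of -1.09 (SE 0.12, adjusted p = 3.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Esrrb* was at 187.7 ± 16.3 CPM (SD, n = 2), a log2 fold change of -0.94 (SE 0.07, adjusted p = 2.9e-05 from the same edgeR test). *Tbx3*, *Tfcp2l1* and *Tcl1* fell further, with log2 fold changes of -1.28, -1.27 and -1.43. *Nanog* was not called, with a log2 fold change of -0.25 (SE 0.08, adjusted p = 0.0906 from the same edgeR test). With the replicate number as a block it was called, as were *Cd9*, *Klf2*, *Nr0b1* and *Nr5a2*.
The formative genes had a median log2 fold change of 0.44 in *Nprl2* KO (adjusted p = 2.1e-04 from limma's camera), and 10 of 10 were higher, of which 2 were called, and 2 when adjusted over the list alone. The number called depended on the fit. With the replicate number as a block, *Dnmt3a*, *Fgf5*, *Otx2* and *Pou3f1* were called as well. *Dnmt3b* was at 1057 ± 97.0 CPM (SD, n = 2), a log2 fold change of 0.45 (SE 0.08, adjusted p = 0.00442 from the same edgeR test). Its adjusted p lay between 2.5e-10 and 0.0519 over 8 alternatives, and was above the threshold with limma on log2(TPM + 1). *Lefty1* had a log2 fold change of 0.43 (SE 0.10, adjusted p = 0.0232 from the same edgeR test) and was called under 5 of 8 alternatives. *Fgf5* was at 6.31 ± 1.92 CPM (SD, n = 2), a log2 fold change of 0.94 (SE 0.54, adjusted p = 0.378 from the same edgeR test), and without wild-type library 1 it was 2.23. Its adjusted p lay between 0.0123 and 0.432 over 7 alternatives, of which 2 called it, again without the filter on low counts and with the replicate number as a block.
The calls of the naive list in both KOs hold under fry and under camera with an estimated inter-gene correlation. The call of the formative list in *Tsc2* KO holds under fry (adjusted p = 0.00575) but not with the estimated correlation (adjusted p = 0.105), and in *Nprl2* KO it holds under neither (adjusted p = 0.0787 and 0.254). The call of the general list in *Tsc2* KO also holds under neither (adjusted p = 0.142 and 0.671). Over the 4 alternatives of each list, the adjusted p lay between 5.3e-28 and 0.105 for the formative list in *Tsc2* KO, between 5.3e-09 and 0.254 for that list in *Nprl2* KO, and between 0.00223 and 0.671 for the general list in *Tsc2* KO.

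**Figure D2:**
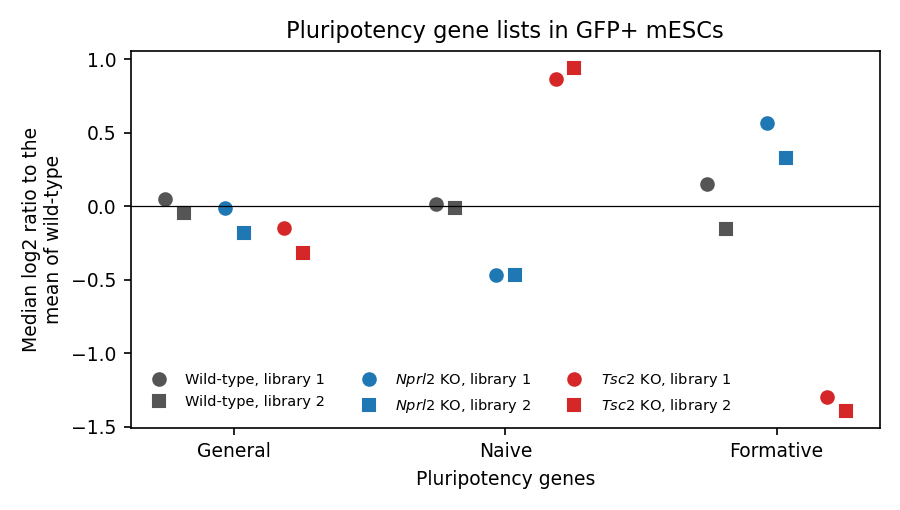
Median log2 ratio to the mean of the wild-type libraries (y axis) of the general, naive and formative pluripotency genes (x axis) in each library of GFP+ mESCs. Each point is a library (circles, library 1, and squares, library 2). Naive genes are at -0.47 in both *Nprl2* KO libraries and at 0.87 and 0.94 in *Tsc2* KO, and formative genes at 0.57 and 0.33 in *Nprl2* KO and at -1.30 and -1.39 in *Tsc2* KO.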

Fold differences of the differentially expressed genes in *Nprl2* KO mESCs were generally smaller than in *Tsc2* KO mESCs, but *Nprl2* KO mESCs showed a significant downregulation in the expression of naive pluripotency genes with concomitant upregulation of formative pluripotency genes. These results indicated that Gsk3 activity levels dictate the naiveness even within the Rex1GFP+ population. *Nprl2* KO mESCs can be maintained in the SL condition, but these cells are already straddling between naive and formative pluripotent states, whereas *Tsc2* KO mESCs are more shielded from extrinsic differentiation cues and the naive state is more preferentially reinforced.

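Sorting for the reporter left a difference in *Zfp42* itself. *Zfp42* was at 548.3 ± 7.09 CPM (SD, n = 2) in wild-type GFP+ cells, 406 ± 14.9 CPM (SD, n = 2) in *Nprl2* KO (log2 fold change -0.43, SE 0.06, adjusted p = 0.00168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 783.9 ± 32.7 CPM (SD, n = 2) in *Tsc2* KO (log2 fold change 0.52, SE 0.06, adjusted p = 7.8e-05). The KOs were also compared with each other in the same fit. The naive genes had a median log2 fold change of 1.24 in *Tsc2* KO against *Nprl2* KO (adjusted p = 1.9e-33 from limma's camera), and 17 of 17 were higher in *Tsc2* KO. Of these, 16 were called, and 16 when adjusted over the list alone. The formative genes had a median of -2.36 in the same comparison (adjusted p = 6.8e-22 from limma's camera), with 10 of 10 lower in *Tsc2* KO. Of these, 9 were called, and 10 when adjusted over the list alone. *Fgf5*, called in neither KO against wild-type, had a log2 fold change of -2.14 between the KOs (SE 0.59, adjusted p = 0.0302 from the same edgeR test). From lower naive and higher formative genes in *Nprl2* KO, and the opposite in *Tsc2* KO, among cells sorted for the same reporter, the paper concludes that the level of Gsk3 activity sets how naive the cells are. It states that *Nprl2* KO mESCs in serum and LIF already lie between the naive and formative states, and that *Tsc2* KO mESCs are better protected from outside signals to differentiate, with the naive state more strongly reinforced. RNA levels do not measure Gsk3 activity. The paper's evidence on Gsk3 comes from its other experiments, on Gsk3 phosphorylation, doses of a Gsk3 inhibitor and rapamycin treatment.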

**Figure 6:**
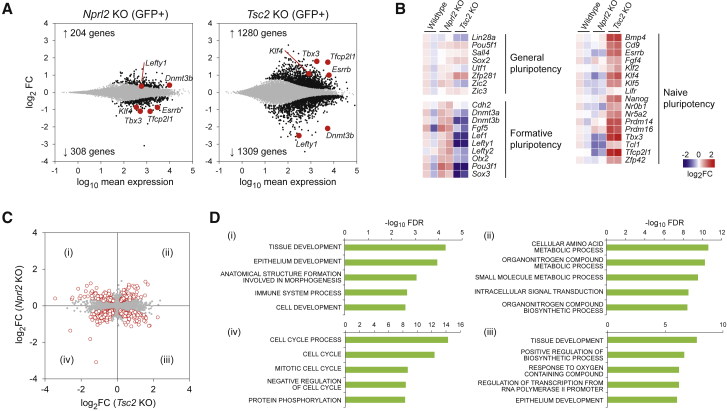
Transcriptome Profile in *Nprl2* and *Tsc2* KO mESCs (A) Depletion-enrichment sequencing (DE-seq) output of differentially expressed genes in *Nprl2* and *Tsc2* KO mESCs compared to wild-type. Genes with FDR < 0.05 were highlighted with black dots, and selected pluripotency markers were highlighted in red. (B) Expression profile of general, naive, and primed pluripotency marker genes. Primed markers were upregulated in *Nprl2* KO mESCs, while naive markers were substantially upregulated in *Tsc2* KO mESCs. (C and D) Comparison of fold changes between *Tsc2* and *Nprl2* KO mESCs. Genes that were significantly (FDR < 0.05) up- or downregulated in either or both KO mESCs were highlighted in red. (D). Gene ontology analysis of genes highlighted in each quadrant in (C).

Although these two mTORC1-negative regulator KOs showed opposing phenotypes in terms of self-renewal, differentiation, and gene expression for naive and formative pluripotency markers, there should be common transcriptomic changes that stem from mTORC1 upregulation. We further analyzed the RNA-seq data by comparing fold changes relative to wild-type between *Nprl2* and *Tsc2* KO mESCs (Figure 6C) and performed gene ontology (GO) overrepresentation analysis. 

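Across all genes tested, the log2 fold changes of *Nprl2* KO and *Tsc2* KO had a Spearman correlation of 0.147, and 56.1% of genes had the same sign in both. The correlation is across genes, which are not independent replicates. Both fold changes are relative to the same 2 wild-type libraries, which by itself makes them correlate. In 20 simulated data sets with unchanged genes and the same shared wild-type libraries, the correlation lay between 0.466 and 0.503, and between 66.7% and 68.1% of genes had the same sign. In these simulations between 0 and 3 genes were called in both KOs. When each KO was given a wild-type library of its own, the correlation was 0.00867 with wild-type library 1 for *Nprl2* KO and -0.01354 with wild-type library 2 for *Nprl2* KO. The correlation of 0.147 moved most with DESeq2 fitted to each KO alone, an alternative added after the authors' own comparisons had been seen, to 0.309. Without wild-type library 1 it was 0.232, and without wild-type library 2 it was 0.26. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 113 genes were called higher in both KOs and 175 lower in both. There were 135 genes called lower in *Nprl2* KO and higher in *Tsc2* KO, and 85 with the opposite signs. When a gene needed to be called in at least 1 KO, as in Fig. 6C, these counts were 1172, 1279, 1069 and 850.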

Consistent with the preceding observation, genes that were up- or downregulated differently between the two lines were particularly enriched in development-related processes (Figures 6C and 6D, quadrants i and iii). 

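Of the genes called in both KOs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 220 changed with opposite signs. Among those lower in *Nprl2* KO and higher in *Tsc2* KO, *Tgfbi* was at 7.13 ± 2.63 CPM (SD, n = 2) in wild-type, with a log2 fold change of -1.77 (SE 0.30, adjusted p = 0.0077 from the edgeR test) in *Nprl2* KO and 2.61 (SE 0.21, adjusted p = 1.6e-05) in *Tsc2* KO. *Patl2* had log2 fold changes of -1.92 and 1.74. Among those with the opposite pattern, *Klhl13* was at 273 ± 6.84 CPM (SD, n = 2) in wild-type, 614.6 ± 45.3 CPM (SD, n = 2) in *Nprl2* KO and 83 ± 0.953 CPM (SD, n = 2) in *Tsc2* KO, log2 fold changes of 1.17 (SE 0.07, adjusted p = 8.9e-06 from the edgeR test) and -1.72 (SE 0.07, adjusted p = 3.5e-08). *Wnt8a* had log2 fold changes of 1.46 and -2.51, *Pde2a* of 1.62 and -1.93, and *Enpp2* of 1.33 and -3.45. The authors' enrichment used Gene Ontology, which was not used here. Reactome pathway sets of 10 to 500 genes, 837 of them, were tested in its place by a hypergeometric test with Benjamini-Hochberg adjustment, against the 4577 tested genes with a Reactome annotation. Among genes called in at least 1 KO, lower in *Nprl2* KO and higher in *Tsc2* KO, 8 sets passed the threshold, the first of them insulin receptor recycling, with 13 of its 20 genes (adjusted p = 1.1e-06 from the hypergeometric test). Transferrin endocytosis and recycling (13 of 23 genes, adjusted p = 6.3e-06), ion channel transport (27 of 95, adjusted p = 1.6e-05) and iron uptake and transport (14 of 34, adjusted p = 1.4e-04) came next in the same hypergeometric test. Reactome sets can share genes, and the overlap of these sets was not examined. They cannot be read as separate signals, and a set's name need not describe the genes counted in it. No set passed for the opposite pattern (0 of 837, with 26 at an unadjusted p under 0.05), where nucleotide metabolism came first with 14 of 67 genes (adjusted p = 0.12). With genes called in both KOs, 0 sets passed for either pattern, with 15 and 6 at an unadjusted p under 0.05.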

The analysis also detected 76 commonly upregulated genes that showed enrichment in metabolic processes (Figures 6C and 6D, quadrant ii), which are potential downstream targets of mTORC1 in mESCs. 

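Genes called higher in both KOs included *Nupr1*, whose log2 fold change in *Tsc2* KO was 2.51 (SE 0.22, adjusted p = 1.0e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pck2* was at 15.0 ± 3.07 CPM (SD, n = 2) in wild-type, 49.5 ± 0.0122 CPM (SD, n = 2) in *Nprl2* KO and 50.3 ± 3.51 CPM (SD, n = 2) in *Tsc2* KO, log2 fold changes of 1.71 (SE 0.13, adjusted p = 2.9e-05 from the same edgeR test) and 1.73 (SE 0.13, adjusted p = 3.1e-06). *Vldlr* had log2 fold changes of 2.38 and 1.54, and *Atf3*, which lies on chromosome 1, of 1.97 and 1.64. In *Tsc2* KO the adjusted p of *Vldlr* lay between 0.00178 and 0.17 over 6 alternatives, and that of *Atf3* between 3.3e-04 and 0.0939 over 7. The number of genes higher in both was 72 with DESeq2 and 200 without the filter on low counts. A list of 30 genes of the amino acid response, which *Atf4* drives, had a median log2 fold change of 0.68 in *Nprl2* KO (adjusted p = 8.0e-50 from limma's camera), with 28 of 30 genes higher, and of 0.63 in *Tsc2* KO (adjusted p = 1.9e-07), with 24 of 30 higher. In *Nprl2* KO 22 of these genes were called higher, with 23 called when adjusted over the list alone. In *Tsc2* KO 18 were called higher and 1, *Slc38a2*, lower, with 20 called when adjusted over the list alone. The call in *Nprl2* KO holds under fry and with an estimated inter-gene correlation, and the call in *Tsc2* KO holds under fry (adjusted p = 0.00279) but not with the estimated correlation (adjusted p = 0.0747, where the 4 alternatives gave values between 2.1e-07 and 0.0747). *Atf4* itself rose by a log2 fold change of 0.62 in *Nprl2* KO and 0.70 in *Tsc2* KO. Among genes called in at least 1 KO and higher in both, 95 Reactome sets passed the threshold of the hypergeometric test. Metabolism of amino acids and derivatives held 40 of its 145 genes (adjusted p = 2.2e-09), and stabilization of p53, a set composed largely of proteasome genes, held 23 of its 50 (adjusted p = 2.2e-09). With the genes called in both KOs, the amino acid set held 13 (adjusted p = 3.1e-07) and 91 sets passed.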

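When the genes called lower in both KOs were ranked by the smaller of their changes, 4 of the first 5 lay on chromosome 12, where all genes tested had a median log2 fold change of -0.05 in *Nprl2* KO and -0.11 in *Tsc2* KO. They included *Btbd6*, with log2 fold changes of -1.60 (SE 0.27, adjusted p = 0.00441 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.43 (SE 0.26, adjusted p = 0.00147). *Runx1t1*, on chromosome 4, had log2 fold changes of -1.10 (SE 0.20, adjusted p = 0.00713 from the same edgeR test) and -1.56 (SE 0.21, adjusted p = 1.6e-04). A list of 30 genes named cell cycle inhibitors, written from general knowledge, had a median log2 fold change of 0.27 in *Nprl2* KO (adjusted p = 6.5e-05 from limma's camera), with 24 of 30 genes higher. The call holds under fry (adjusted p = 0.0379) but not with an estimated inter-gene correlation (adjusted p = 0.21, where the 4 alternatives gave values between 9.9e-08 and 0.21). In *Nprl2* KO 4 genes of the list were called, and 8 when adjusted over the list alone. They were *Mdm2*, at 296.4 ± 31.0 CPM (SD, n = 2) against 169.8 ± 22.6 CPM (SD, n = 2) in wild-type (log2 fold change 0.81, SE 0.10, adjusted p = 0.00149 from the same edgeR test), *Btg2*, *Cdkn2b* and *Zmat3*, each of them higher in the KO. No gene of the list was called lower (0 of 30, with 2 at an unadjusted p under 0.05). *Mdm2* acts against p53 and is not itself an inhibitor of the cell cycle, so its rise does not bear on such inhibitors. In *Tsc2* KO the median of the list was 0.09 (adjusted p = 0.672 from limma's camera), with 6 genes called higher and 6 lower, and 13 called when adjusted over the list alone. Without wild-type library 1 this median was 0.02, and without wild-type library 2 it was 0.14. The difference between the KOs was -0.16 (adjusted p = 0.138). Among genes called in at least 1 KO and lower in both, 42 Reactome sets passed the hypergeometric test, the first of them peptide chain elongation, with 28 of its 80 genes (adjusted p = 2.6e-06). With genes called in both KOs, 0 sets passed and 98 had an unadjusted p under 0.05.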

Negative regulators of cell cycle were commonly downregulated in both KO mESCs (Figures 6C and 6D, quadrant iv).

## Discussion

More than three decades of studies on mESC have revealed several genetic and epigenetic mechanisms that regulate the stem cell-defining properties of self-renewal and pluripotency. However, a fully complete and predictive overview remains elusive. This is partly due to the lack of scalable genetic methods that allow comprehensive mapping of genes to specific phenotypes. Mammalian biology has typically been studied with resource-intensive, hypothesis-driven approaches or inefficient genome-scale screens, both of which provide a limited and context-dependent account of biological processes. Hypothesis-free forward genetics applied in yeast, *Drosophila*, and *Caenorhabditis elegans* has provided deeper insights into diverse biological processes (Forsburg, 2001, Jorgensen and Mango, 2002, St Johnston, 2002). With the advent of CRISPR-Cas9 technologies, we and others have developed a CRISPR-based loss-of-function screening approach that aims to address this central relationship in the context of mammalian systems (Koike-Yusa et al., 2014, Shalem et al., 2014, Wang et al., 2014). In the present study, we have applied CRISPR-KO screening to explore the genetic basis for naive pluripotency and provide deeper insights into the long-standing question as to how the transition from naive to lineage commitment is achieved.

Unlike previously performed CRISPR-KO screens, most of which studied cell survival and/or proliferation of cultured cancer cells (Hart et al., 2015, Tzelepis et al., 2016, Wang et al., 2017), phenotypic readout in our screens was based on reporter gene expression by fluorescence-activated cell sorting (FACS) analysis. Although a few studies have used this method and found valuable hits (Burr et al., 2017, Parnas et al., 2015), this mode of genetic screening is explored less frequently, possibly due to technical difficulties in cell sorting. These difficulties may result in loss of library complexity, which severely limits the identification of meaningful hits. After a series of optimizations for high-speed cell sorting, we routinely collect 2 × 10^6^–5 × 10^6^ cells per target fraction (20×–50× coverage) and use them for gRNA amplification. The two screens we performed exhibited high sensitivity, detecting true hits in both positive and negative selection, including most genes known to be involved in self-renewal and/or differentiation. This high sensitivity was exemplified by *Tcf7l1*. Loss of *Tcf7l1* increased Rex1GFP+ cells by 15%, from 75% to 90%, in our experimental conditions (Figure 1C). Although this only translates to a marginal fold increase of 1.2, the gene was nonetheless detected in our self-renewal screen with a remarkable significance (FDR = 0.000707). The high-detection sensitivity is likely because of the deployment of our enhanced second-generation CRISPR-KO library (Tzelepis et al., 2016), which could potentially be further improved by using optimization metrics outlined in our recent study (Ong et al., 2017). Another approach to increase detection sensitivity would be the incorporation of the recently developed CRISPR-UMI technology (Michlits et al., 2017). This technology allows us to trace individual mutant clones. Multiple phenotype caused by heterogenous mutant alleles (as exemplified by *Pou5f1* in this study) could be more sensitively detected. Our screening method described here provides the basis for FACS-based genetic screens to the wider research community and should serve as a useful example of its deployment.

Our CRISPR-KO differentiation screen evaluating the exit from pluripotency yielded 575 gene hits (563 and 12 hits for positive and negative selection, respectively). We optimized this screen to perform positive selection to detect genes whose mutation causes sustained Rex1GFP expression. It is therefore not surprising that a smaller number of genes were detected in negative selection (i.e., genes showing accelerating differentiation). We used a relaxed cutoff (FDR of 20%) for negative selection, but *Rictor* (FDR = 0.506) could be validated by individual gRNA and in *Rictor* sKO mESCs. This suggests that although higher noise is expected, some genes under the suboptimal threshold can potentially be meaningful and worthy of further investigation. For example, Sestrin2, encoded by *Sesn2*, has been characterized as a leucine sensor, and its loss results in continuous mTORC1 activation even in the absence of leucine (Wolfson et al., 2016). *Sesn2* was not a significant hit (FDR = 0.609) but nonetheless ranked at 46 in the negative selection. Correspondingly, a leucine transporter, Slc7a5, was detected in the positive selection with an FDR of 0.0038. These again highlight the high sensitivity of CRISPR-KO screens, but there is clearly a room for further improvements to this sensitivity with regards to negative selection; it would be worthwhile to uncover more genes that show accelerated differentiation.

The previously performed screens have identified genes required for differentiation, but there has been no screen that has analyzed accelerated differentiation upon naive exit. Many genes identified from the negative selection have not been previously described in the context of pluripotency regulation and were surprisingly overrepresented with mTOR-related mediators. mTOR KO embryos exhibit post-implantation lethality at embryonic day 5.5–6.5, and mTOR KO mESCs cannot be established from KO blastocysts (Murakami et al., 2004). It has been shown that mouse blastocysts and mESCs treated with mTORC1/2 inhibitors undergo proliferation arrest with maintaining pluripotency, mimicking diapaused embryos (Bulut-Karslioglu et al., 2016). These data indicate that mTOR activity is mainly required for cell proliferation, but our present data suggest that mTOR activity influences the equilibrium of the core naive pluripotency maintenance network through the Gsk3-Tcf7l1 axis (Figure 7).

**Figure 7:**
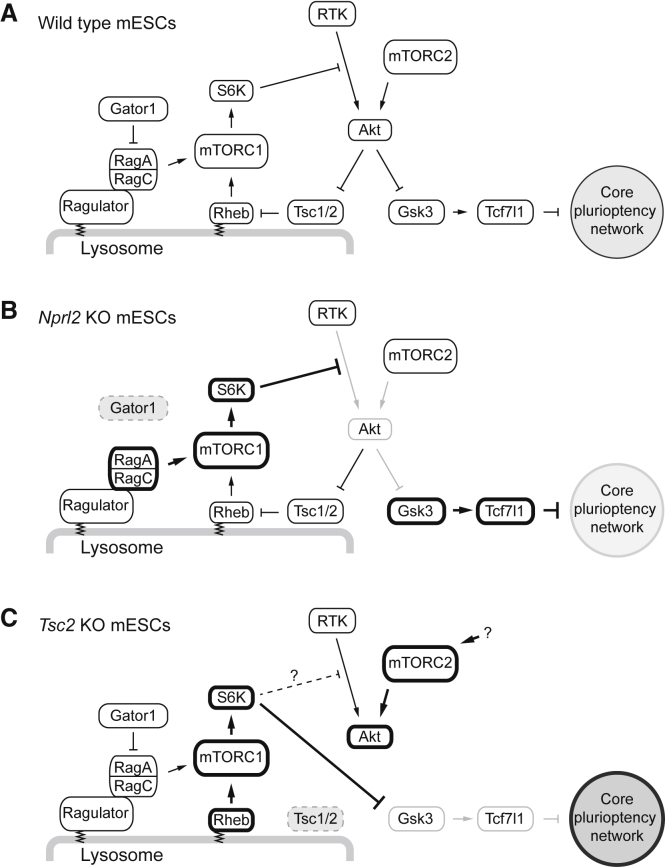
Models of mTORC1-Mediated Gsk3 Regulation in Each Genotype (A) In wild-type cells, receptor tyrosine kinase (RTK)-mediated activation of Akt and the mTORC1-mediated negative feedback are in equilibrium, maintaining appropriate Gsk3 activity level. (B) *Nprl2* loss increases mTORC1 activity and shows stronger negative feedback, resulting in Gsk3 upregulation. (C) *Tsc2* loss also increases mTORC1 activity, but upregulated S6K directly phosphorylates and consequently inactivates Gsk3 (Zhang et al., 2006). mTORC2 is upregulated in the absence of Tsc2 protein in mESCs.

First, mTORC2 was identified from the negative selection with *Rictor* and *Mlst8*. Through *Rictor* KO mESCs, we demonstrated that mTORC2 deficiency causes a reduction of Akt activity and consequently increases Gsk3 activity. Mlst8 is a component common to both mTORC1 and mTORC2, but it has been shown that Mlst8 is essential for mTORC2, but not for mTORC1 (Guertin et al., 2006). Another finding is that mTORC1 activation by loss of mTORC1-negative regulators in the amino acid-sensing pathway (Gator1, Kicstor, and Sestrin2) leads to destabilized pluripotency maintenance (Figure 7B). We have provided genetic evidence using *Nprl2* KO cells. Because Kicstor and Sestrin2 KO cells in human cancer cells consistently showed mTORC1 upregulation (Wolfson et al., 2016, Wolfson et al., 2017), genetic disruption of these genes in mESCs would mirror the phenotype observed in Gator1 KO mESC. Therefore, our finding connects mTORC2 and the amino acid-sensing pathway to the core pluripotency maintenance network through Akt-Gsk3-Tcf7l1.

We identified another mTORC1-negative regulator, the Tsc1/2 complex, which showed the opposite phenotype compared to Gator1 complex, namely, delayed differentiation. It has been shown that in *Tsc2* KO MEFs, Akt is inactive due to the negative feedback, but activated S6K phosphorylates Gsk3 (Zhang et al., 2006). This Gsk3 phosphorylation can be attenuated by mTORC1 downregulation (Zhang et al., 2006). Our observation in *Tsc2* KO mESCs is in agreement with this previous finding, and the observed differentiation phenotype can be explained by Gsk3 phosphorylation. Therefore, Tsc1/2 is also connected to the core pluripotency network, but the effect is opposite that of the Gator1 complex due to the rewiring of the phosphorylation network (Figure 7C).

Our observations in two mTORC1-negative regulators provide further insights into general functions of these complexes. First, Tsc1/2 complex may play a critical role in regulating Akt-Gsk3 interaction. S6K is activated in both *Tsc2* and *Nprl2* KO mESCs through mTORC1 upregulation, yet only in *Tsc2* KO cells does S6K phosphorylate Gsk3. In *Nprl2* KO mESCs, upregulated S6K seemingly causes conventional negative feedback and attenuates Akt and consequently Gsk3 phosphorylation. Therefore, Gsk3 phosphorylation by activated S6K is specific to the *Tsc2*-deficient background. Second, we unexpectedly found that Tsc2 loss resulted in the upregulation of Akt-S473 phosphorylation, indicative of mTORC2 upregulation. Rictor loss abolishes Akt-S473 phosphorylation, providing evidence for mTORC2 upregulation. It has been shown that the Tsc1/2 complex is required for proper activation of mTORC2 (Huang et al., 2008). This difference suggests that at least in mESC, Tsc2 plays a suppressor role in mTORC2 regulation. Although these might be due to the transcriptomic changes or the change in cell fate caused by gene KO, patients with Tsc1/2 or Gator1 deficiency show a different clinical phenotype (Dabora et al., 2001, Ricos et al., 2016), suggesting undiscovered roles, in addition to conventional mTORC1 regulation, that would be worthy of further investigation.

Together with the screen on self-renewal, our differentiation screen provides an invaluable resource to further understand naive pluripotency regulation and the genes required for the induction of cellular differentiation. The molecular function of some hits (e.g., the KICSTOR complex) were only recently characterized. Further interrogation of the data presented here can be useful not only in understanding pluripotency regulation but also in uncovering the fundamental molecular functions involved. The success of our screening approach indicates that with appropriate reporter systems, pooled CRISPR-KO screens can be a powerful approach for fueling insights into stem cell biology and can intimately dissect the molecular pathways that positively or negatively influence differentiation. Proliferation-essential genes in human ESCs have been characterized by genome-wide CRISPR screening (Yilmaz et al., 2018). Cellular differentiation of human pluripotent stem cells has not yet been studied extensively, and such studies would facilitate better understanding in disease mechanisms and generate more efficient differentiation protocols for cell therapy. In addition, several studies have reported the successful derivation of human naive pluripotent stem cells (Takashima et al., 2014, Theunissen et al., 2014). It would be of great interest to investigate whether our findings are recapitulated in the context of human naive pluripotency, which will lead to a greater understanding of the molecular basis of differentiation and lineage commitment. As CRISPR-KO screening technology continues to be developed and improved, it would be beneficial to apply functional genomic approaches to answer such central questions in stem cell biology.

## Experimental Procedures

### Cell Culture

A Rex1GFP mESC line (Wray et al., 2011), was a gift from Austin Smith and cultured on feeder cells in SL: KO-DMEM (Thermo Fisher Scientific) supplemented with 15% fetal bovine serum (Thermo Fisher Scientific), 1% GlutaMAX (Thermo Fisher Scientific), 1% nonessential amino acid (NEAA) (Thermo Fisher Scientific), 0.1 mM 2-mercaptoethanol (Sigma), and 1,000 U mL^−1^ LIF (Millipore). Where indicated, mESCs were cultured on gelatin-coated plates in 2iL medium: NDiff227 (Takara) supplemented with 1% KO serum replacement (KSR) (Thermo Fisher Scientific), 5% BSA (Thermo Fisher Scientific), 1% NEAA, 0.1 mM 2-mercaptoethanol, 1,000 U mL^−1^ LIF, 1.0 μM PD0325901 (Selleck), and 3.0 μM CHIR90021 (Selleck). Differentiation was induced in the NDif227 medium supplemented as mentioned earlier but without the 2 inhibitors and LIF.

### CRISPR-KO Screen on Self-Renewal

Cells (3.2 × 10^7^) were transduced with the mouse v2 CRISPR library (Tzelepis et al., 2016). On day 2, approximately 1.0 × 10^7^ cells double positive for GFP and blue fluorescent protein (BFP) were collected by sorting. Half of them were cultured on feeder cells in SL, and the other half were in 2iL medium. Thirty million cells were reseeded at every passage to maintain 300× coverage. On days 8 and 15 post-transduction, cells in SL were sorted based on GFP expression and genomic DNA was isolated. Cells in 2iL were directly subjected to genomic DNA isolation.

### CRISPR-KO Screen on Exit from Pluripotency

Transduction and sorting on day 2 were performed as described earlier. Sorted cells were cultured for an additional 4 days in 2iL medium. On day 6, cells were trypsinized and 45 million cells were plated on eight 15-cm dishes (10,000 cells cm^−1^) in NDiff227 differentiation medium. After 2 days, cells were trypsinized and 20 million cells were kept as a pre-sort control. The remaining cells were used for sorting, and approximately 3 million GFP+ cells (top 2%–3%) were collected. Genomic DNA from the pre-sort and the GFP+ fraction were isolated.

### Statistical Analyses

Statistical analyses of CRISPR screens were performed by MAGeCK (Li et al., 2014). Statistical tests of quantitative data were performed by Student’s t test as indicated in each figure.

# Supplementary material for: Genome-wide CRISPR-KO Screen Uncovers mTORC1-Mediated Gsk3 Regulation in Naive Pluripotency Maintenance and Dissolution
**Source:** Cell Rep. 2018 Jul 11;24(2):489–502. doi: 10.1016/j.celrep.2018.06.027
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S5, and Tables S3–S7

**Cell Reports, Volume 24**

## **Supplemental Information**

### **Genome-wide CRISPR-KO Screen Uncovers mTORC1-Mediated Gsk3 Regulation in Naive Pluripotency Maintenance and Dissolution**

**Meng Li, Jason S.L. Yu, Katarzyna Tilgner, Swee Hoe Ong, Hiroko Koike-Yusa, and Kosuke Yusa**

**A**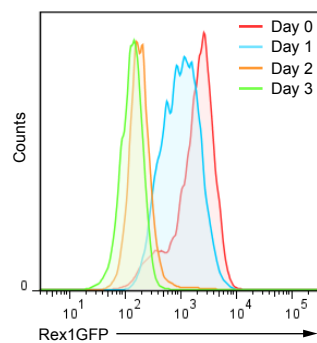**B**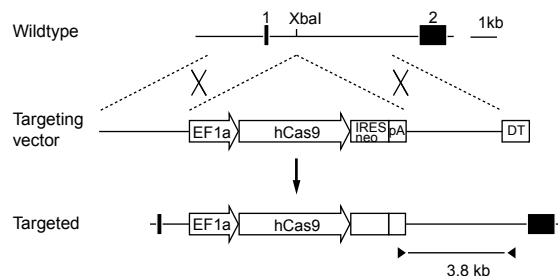**D**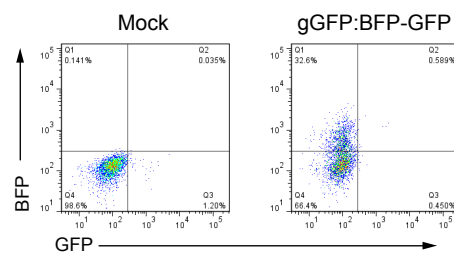**C**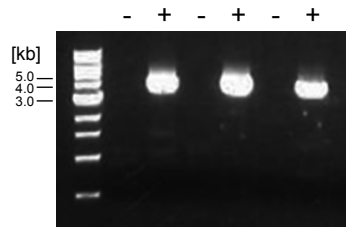**E**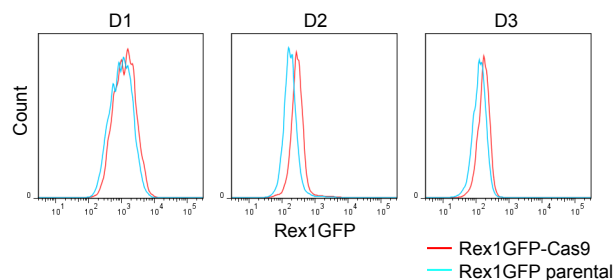**F**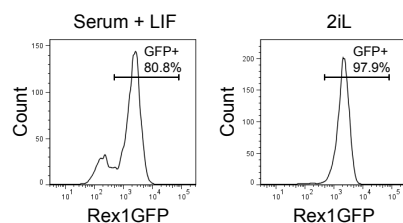

**Figure S1.** Generation and characterisation of CRISPR-ready Rex1GFP mESCs, Related to Figures 1 and 2.

**A.** Rex1GFP profile during differentiation in N2B27. **B.** Knock-in strategy of the Cas9 expression cassette at the mouse *Rosa26* locus. The targeting vector used was described in (Tzelepis et al., 2016). **C.** Detection of targeted insertion by long-range PCR. **D.** Cas9 functional assay in Cas9-expressing cells. Two days after transduction, cells were differentiated in N2B27 to remove GFP signal derived from the *Rex1* locus. **E.** Comparison of Rex1GFP profiles with or without Cas9 expression. **F.** Rex1GFP profiles in cells cultured in SL or 2iL condition.

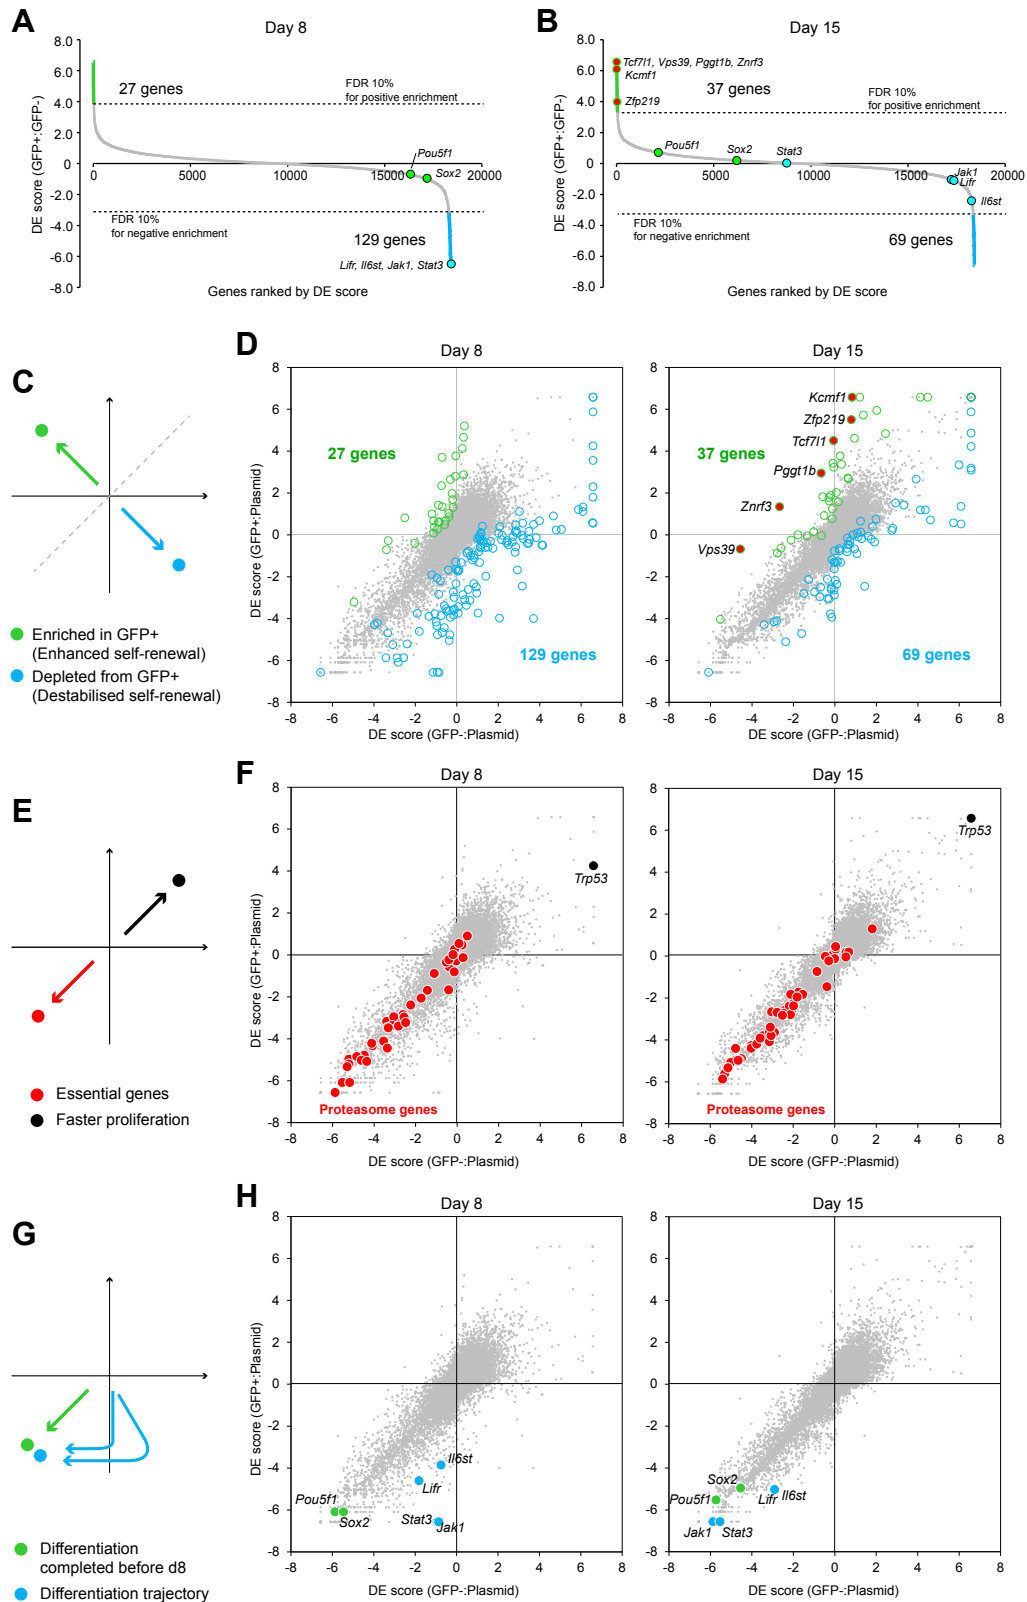

**Figure S2.** Patterns of signature genes in proliferation-DE plots, Related to Figure 1

**A-B.** Genes ranked by DE score derived from MAGeCK analysis between GFP+ and GFP- populations on d8 (A) and d15 (B) as shown in Figure 1B and C, respectively. **C-D.** Genes significantly enriched in (green) or depleted from (blue) the GFP+ population (shown in A and B with the same colour) are highlighted in the DE plots. DE scores in these plots were derived from MAGeCK analysis between plasmid counts and GFP- (x axis) or GFP+ (y axis) population; hence, these DE scores represent proliferation phenotype in each population. Genes validated in Figure 1D are highlighted in D (right panel). **E-F.** Genes commonly essential (e.g. Proteasome genes) or giving growth advantage (e.g. *Trp53*) are located in the bottom-left or top-right quadrant, respectively, along the +45° diagonal line. **G-H.** Trajectory of known pluripotency maintenance genes. *Pou5f1* and *Sox2* show rapid differentiation after knockout and depletion from the entire population; therefore, these genes were detected as essential to both population (the bottom-left corner on the diagonal line). On the other hand, genes in the LIF-Stat3 pathways showed depletion from GFP+ population on d8 and then from the entire population by d15.

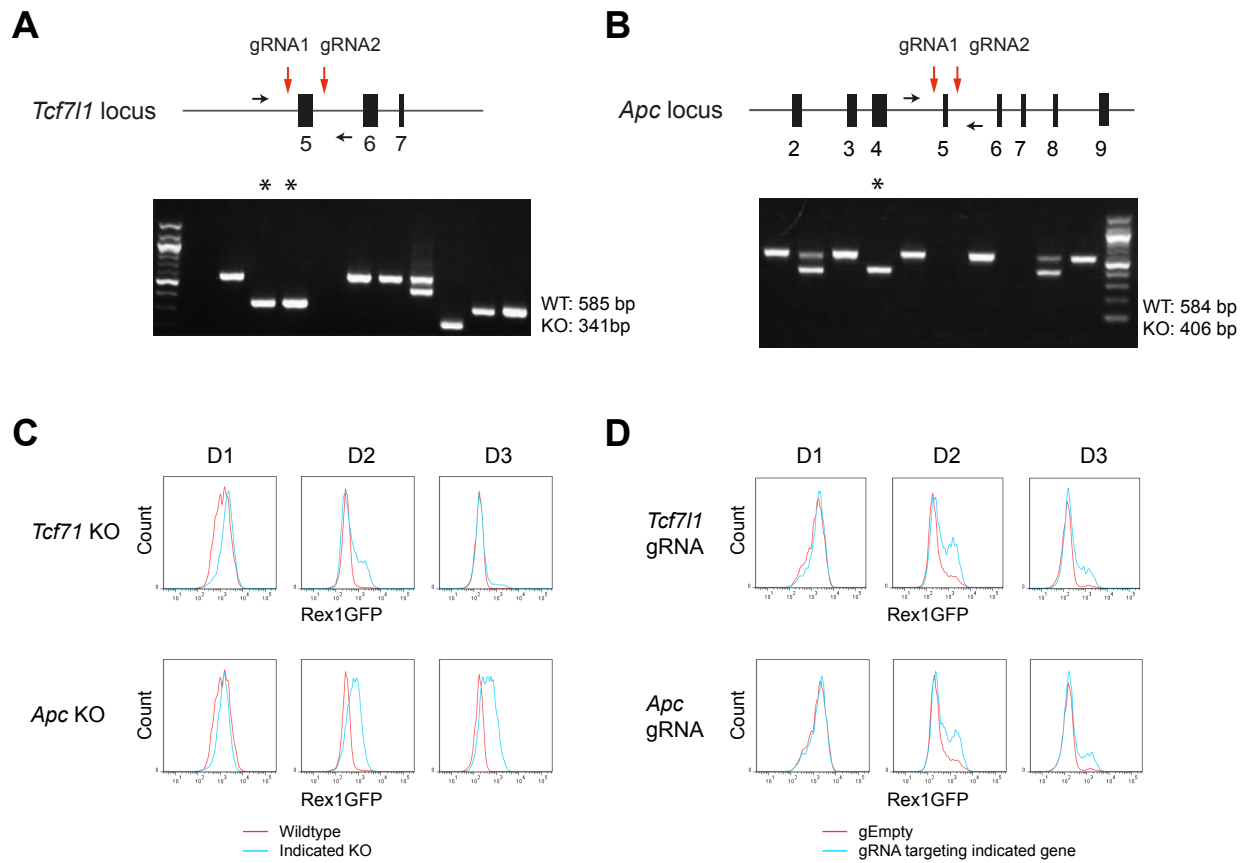

**Figure S3.** Generation of *Tcf7l1* and *Apc* KO mESCs and their phenotype on differentiation, Related to Figure 2.

**A-B.** CRISPR-based gene KO and genotyping strategy of *Tcf7l1* (A) and *Apc* (B). **C.** Rex1GFP profiles of indicated KO mESCs between d1 and d3 differentiation. **D.** Rex1GFP profiles of bulk KO mESCs generated by lentiviral gRNA expression. Astarisks indicate knockout clones.

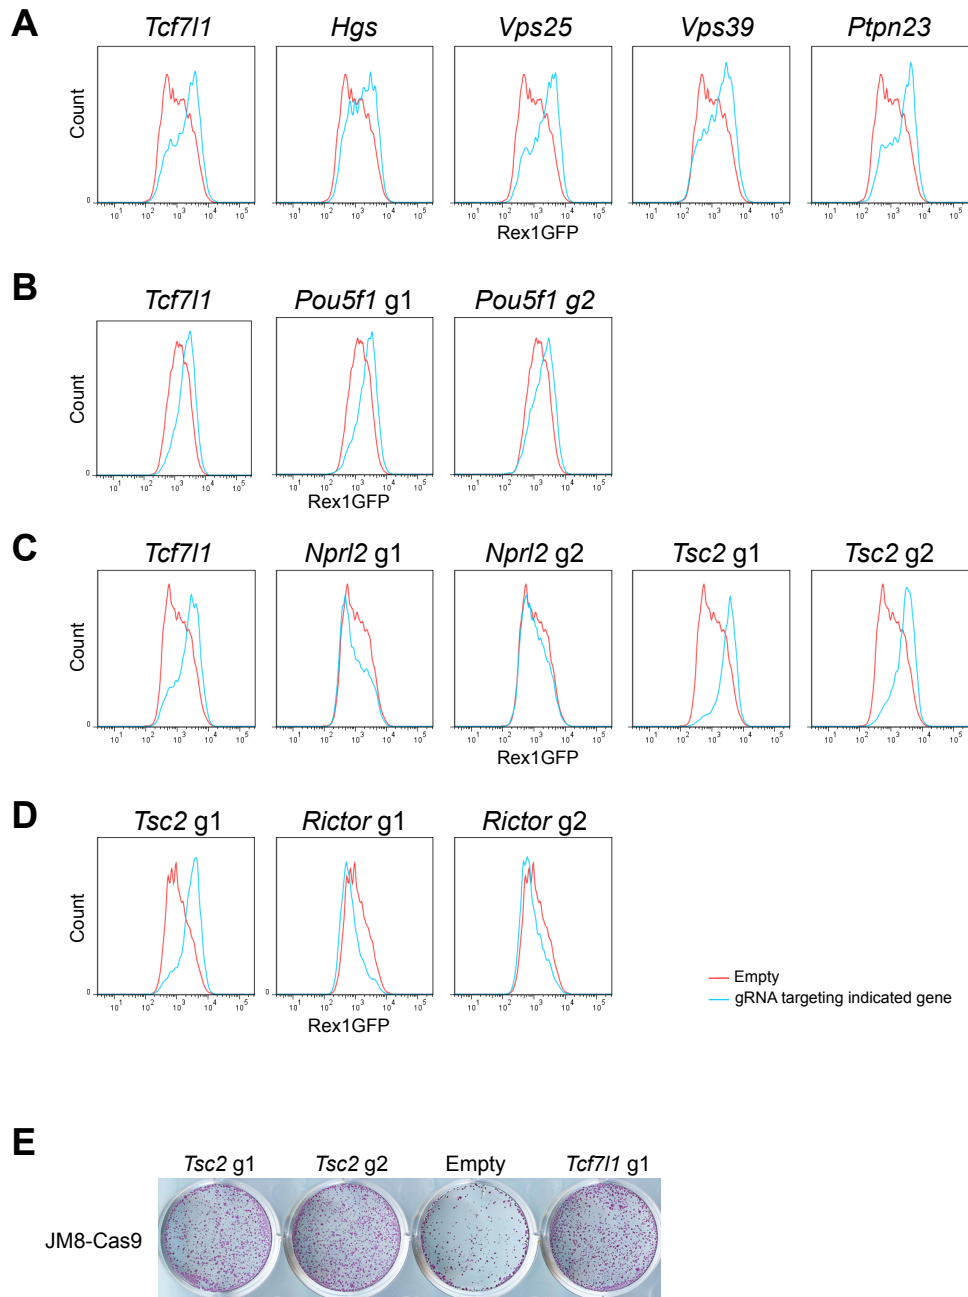

**Figure S4.** Validation of differentiation screen hits, Related to Figures 3,4 and 5.

**A-D.** Rex1-Cas9 mESCs were transduced with lentiviral expressing indicated gRNA. 5-7 days post transduction, BFP+/GFP+ cells were collected by sorting and differentiated in Ndiff227 differentiation medium for 27 h. Genes involved in vesicle trafficking (A), *Pou5f1* (B), negative regulators of mTORC1 (C) and mTORC2 (D) were disrupted by lentiviral gRNA expression. *Tcf7l1* (A-C) and *Tsc2* (D) were used as positive controls. **E.** *Tsc2* KO phenotype was also confirmed in a different mESC line. JM8-Cas9 cells were transduced with lentivirus expressing *Tsc2* gRNA. Seven days post transduction, BFP+ cells were collected by sorting, differentiated for 24h and then re-seeded in 2iL medium. Resulting colonies were stained with alkaline phosphatase kit.

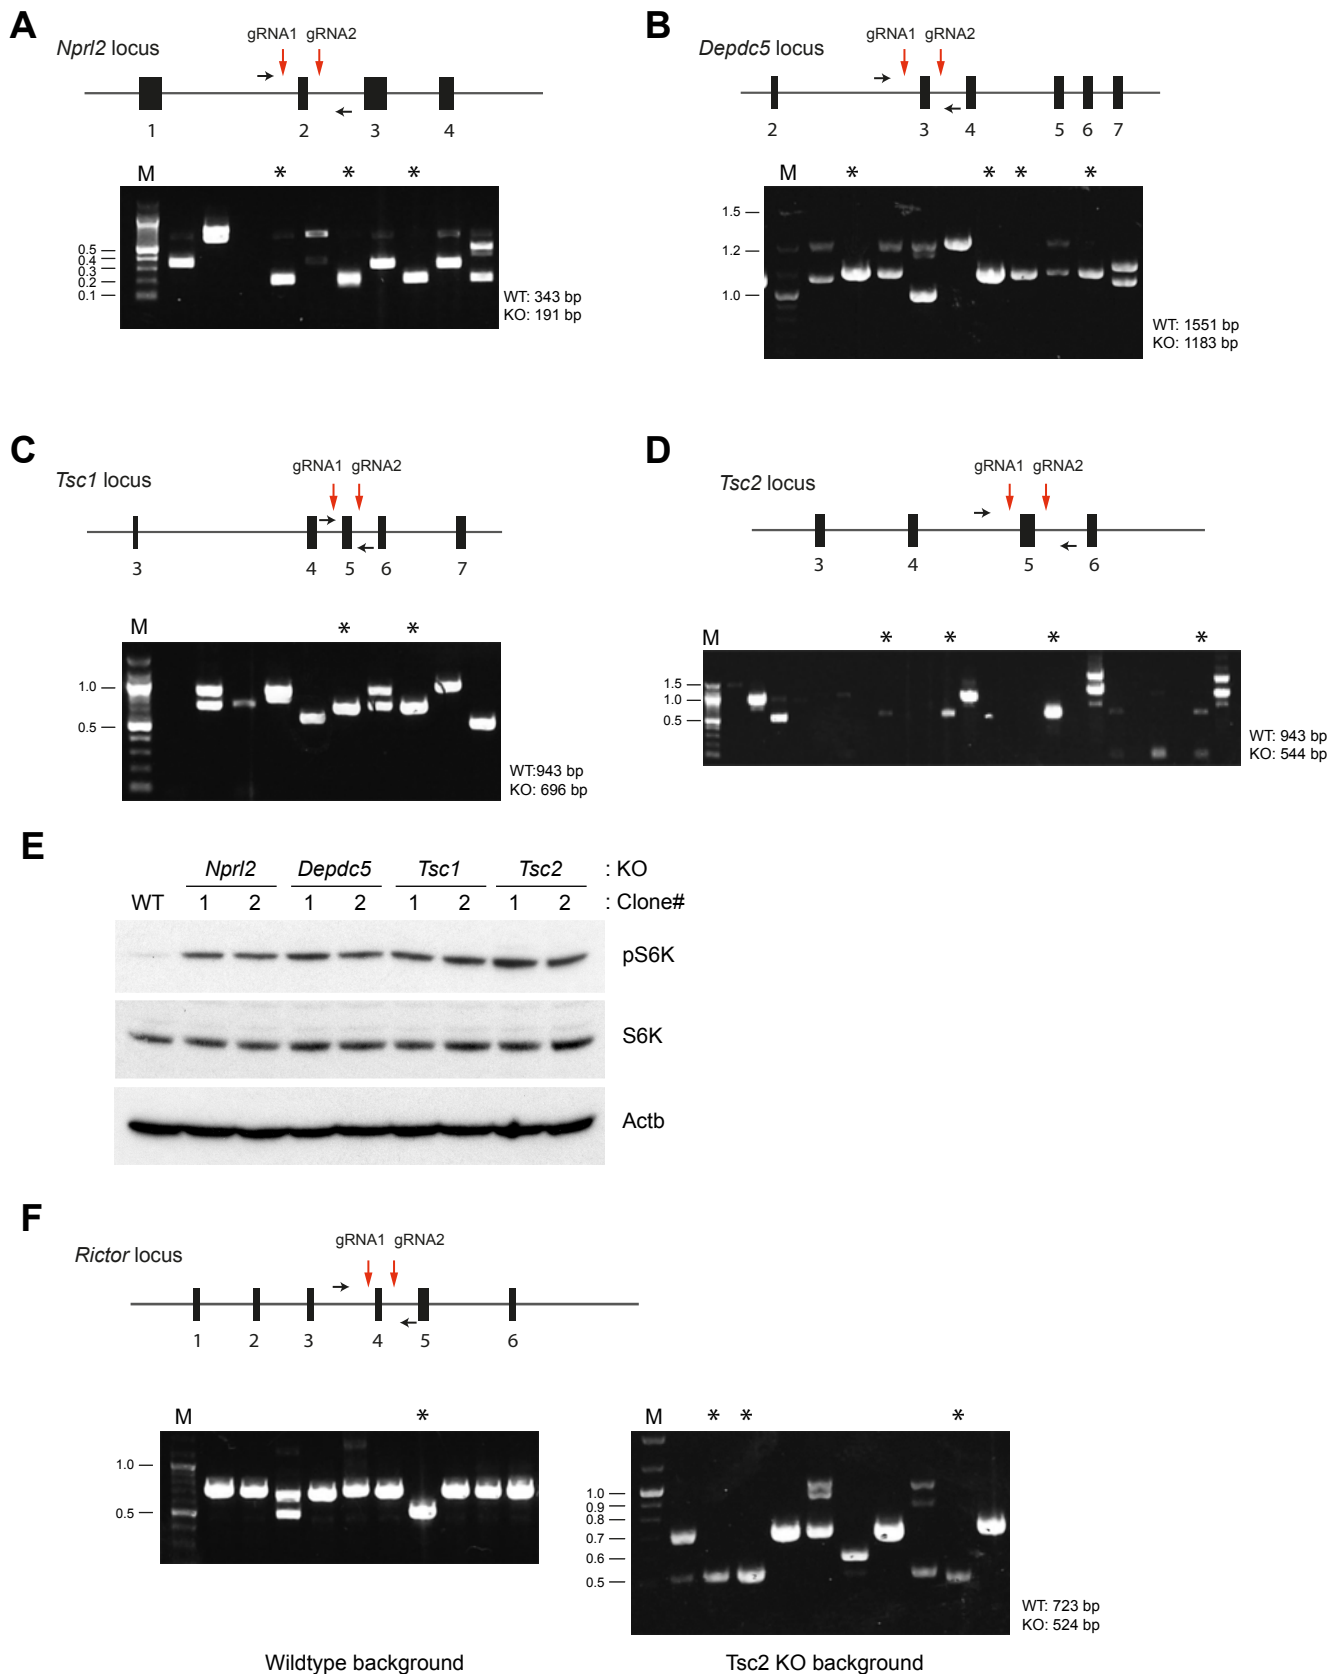

**Figure S5.** Generation of *Nprl2*, *Depdc5*, *Tsc1*, *Tsc2* and *Rictor* KO mESCs, Related to Figures 4 and 5.

**A-D.** CRISPR-based gene KO and genotyping strategy of *Nprl2* (A), *Depdc5* (B), *Tsc1* (C) and *Tsc2* (D). **E.** Western blots showing mTORC1 activation as upregulated phospho-S6K. **F.** CRISPR-based gene KO and genotyping strategy of *Rictor*. Asterisks indicate knockout clones.

## Supplemental Experimental Procedures

### Cell culture

A mESC line, Rex1dGFP-IRES-Bsd (Wray et al., 2011), was a kind gift from Austin Smith. mESCs were cultured on mitomycin C-treated mouse embryonic fibroblasts (MEFs) in SL (Serum+LIF): Knockout DMEM (Thermo Fisher) supplemented with 15% foetal bovine serum (Thermo Fisher), 1 % GlutaMax (Thermo Fisher), 1 % nonessential amino acids (Thermo Fisher), 0.1 mM 2-mercaptoethanol (Sigma) and 1,000 U ml<sup>-1</sup> leukaemia inhibitory factor (LIF; Millipore). Where indicated, mESCs were cultured on gelatin-coated plates in 2iL medium: N2iL (Takara) supplemented with 1% knockout serum replacement (Thermo Fisher), 5 % BSA (Thermo Fisher), 1 % nonessential amino acids, 0.1 mM 2-mercaptoethanol, 1,000 U ml<sup>-1</sup> LIF, 1.0 μM PD0325901 (Selleck) and 3.0 μM CHIR99031 (Selleck). Differentiation was induced in N2iL medium supplemented with 1% knockout serum replacement (Thermo Fisher), 5 % BSA (Thermo Fisher), 1 % nonessential amino acids and 0.1 mM 2-mercaptoethanol. MEFs were cultured in DMEM (Thermo Fisher) supplemented with 15% foetal bovine serum, 1 % GlutaMax, 1 % nonessential amino acids, 0.1 mM 2-mercaptoethanol and mitotically inactivated by mitomycin C (Sigma) treatment at 15 μg ml<sup>-1</sup> for 2.5 h before use. 293FT (Thermo Fisher) cells were cultured in DMEM (Thermo Fisher) containing 10% FBS and 1% GlutaMax. All cell lines used in this study are negative for mycoplasma contamination.

### Generation of Rex1-Cas9 cell lines

The human elongation factor 1α promoter-driven Cas9 expression cassette was knocked into the *Rosa26* locus as described previously (Tzelepis et al., 2016). Cas9 expression was tested using a Cas9 reporter system with pKLV2-U6gRNA5(gBFP)-PGKmCherry2ABFP-W (Tzelepis et al., 2016). A selected cell line (*Rex1*<sup>GFPd2-IRES-Bsd/+</sup>; *Rosa26*<sup>EF1α-hCas9-IRES-neo/+</sup>) was designated as Rex1-Cas9 mESCs.

### CRISPR-KO screen on self-renewal

Thirty two million Rex1-Cas9 cells were transduced with the mouse v2 CRISPR library (Tzelepis et al., 2016) at a pre-defined condition that gave rise to 30% transduction efficiency as described before (Koike-Yusa et al., 2014). On day2, approximately 10 million cells double positive for GFP and BFP were collected by cell sorting. Of these, 5 million cells were further cultured on mitomycin C-treated MEFs in SL and the other 5 million cells were cultured in 2iL medium. Thirty million cells were plated at each passage to maintain 300x representation of each gRNA. On d8 and d15 after transduction, cells from the SL condition were sorted according to their GFP expression and genomic DNA was isolated from each fraction using DNeasy Blood and Tissue kit (Qiagen). Cells from the 2iL condition were directly subjected to genomic DNA isolation using Blood and Cell Culture DNA Maxi kit (Qiagen).

### CRISPR-KO screen on exit from pluripotency

Transduction and cell sorting on day 2 were performed as described above. Sorted cells were plated on gelatin-coated plate in 2iL medium and cultured for an additional 4 days. On day 6, cells were trypsinised and a total of 45 million cells were plated on eight 15-cm dishes (10,000 cells cm<sup>-1</sup>) in N2iL differentiation medium to induce differentiation. After 2 days of differentiation, cells were trypsinised and 20 million cells were kept as a pre-sort control. The remaining cells were used for cell sorting and approximately 3 million GFP+ cells (top 2-3 %) were collected. Genomic DNA from the pre-sort and GFP+ fraction were isolated using Blood and Cell Culture DNA Maxi kit (Qiagen) and DNeasy Blood and Tissue kit, respectively. This screen was performed in 4 biological replicates.

### gRNA sequencing

gRNA amplification from genomic DNA and Illumina sequencing were performed as described previously (Koike-Yusa et al., 2014) with minor modifications. As the total amount of genomic DNA from the sorted populations (2-3 million cells) is limited, all available genomic DNA (typically 5 μg) was used in the first-round PCR at 200 ng per reaction in 24 reactions to maximise the coverage.

## CRISPR-KO screen data analysis

Data analysis was performed essentially as described previously. Briefly, read counts were generated using an in-house gRNA counting script and then statistical analysis was performed using MAGeCK (Li et al., 2014). DE scores were calculated from gene-level significance returned by MAGeCK with the following formula:

$$\text{DE score} = \log_{10}(\text{gene-level depletion P value}) - \log_{10}(\text{gene-level enrichment P value}).$$

GSEA was performed using the GSEA pre-ranked module on GenePattern (<https://genepattern.broadinstitute.org/>). A gene rank based on DE scores was used as a rank list.

## Generation of KO cell lines by exon deletion

Genes listed in Supplementary Table 3 were knocked out by deleting a 'critical' exon, which would most likely induce nonsense-mediated decay when deleted. Two gRNAs, one each in the upstream and downstream intron, were designed using WGE (Supplementary Table 3) and cloned into pKLV2-U6gRNA5(BbsI)-PGKpuroBFP-W (Tzelepis et al., 2016). Rex1-Cas9 cells were co-transfected with a pair of gRNAs using LipofectamineLTX as described previously (Koike-Yusa et al., 2014). BFP-positive cells were then collected 3 days after transfection by cell sorting (BD Influx or Mo-Flo) and plated on 10-cm dishes at a clonal density. Colonies were subsequently picked and genotyped using primers listed in Supplementary Table 4 as described before (Koike-Yusa et al., 2014). Clones that carried expected deletion on both alleles were further expanded (Supplementary Figs. 3, 5).

## Generation of KO mESCs by lentiviral CRISPR

Genes listed in Supplementary Table 5 were knocked out by transducing Rex1-Cas9 cells with gRNA-expressing lentivirus. gRNAs were selected from our v2 mouse library based on the degree of phenotype, and cloned into pKLV2-U6gRNA5(BbsI)-PGKpuroBFP-W. Lentiviral transduction was performed as described previously (Koike-Yusa et al., 2014). Cells were further cultured and used for assays at indicated time points.

## Self-renewal assay

GFP+ or GFP- cells were sorted from parental cells and *Tcf7l1*, *Nprl2* or *Depdc5* KO mESCs and cultured either on feeder layers in M15L or on gelatin-coated dishes in 2iL. On indicated days, cells were harvested and analysed by flow cytometry (BD Fortessa II).

## Differentiation assay

$3.8 \times 10^5$  Rex1GFP<sup>+</sup> cells were collected by cell sorting from wildtype or KO cell lines that had been maintained in SL condition and plated on a well of gelatin-coated 12-well plates in NDiff227 differentiation medium. When gene knockout was conducted by lentiviral CRISPR,  $3.8 \times 10^5$  cells double-positive for GFP and BFP were collected. Rex1GFP expression was measured 24-27 h post plating, unless otherwise stated. Where indicated, rapamycin (20 nM) or DMSO was added when sorted cells were plated for differentiation. For replating assay, cells were differentiated as described above for 28 h, trypsinised, counted and replated into 2iL medium at 20,000 cells per well of 12-well plate. After 6-8 days, cells were stained with alkaline phosphatase staining kit (Sigma) and colonies were counted.

## RNA-seq and data analysis

GFP+ cells were collected by cell sorting from wildtype, *Nprl2* KO and *Tsc2* KO mESCs and used for total RNA isolation with RNeasy mini kit (Qiagen). Total RNA was then converted into Illumina libraries using KAPA Stranded mRNA-Seq Kit (KAPA Biosystems) and sequenced by paired-end 75-bp sequencing on Illumina HiSeq2500. Transcript counts were generated using Kalisto (Bray et al., 2016) and differential expression was analysed using

DEseq2 (Love et al., 2014). Gene ontology (GO) analysis was performed using GO\_Biological Processes on the GSEA platform (<http://software.broadinstitute.org/gsea/>).

### **Western blot**

mESCs were directly lysed on tissue culture plates by adding RIPA buffer (Sigma) supplemented with phosphatase inhibitor (Sigma, 1:100) and protease inhibitor cocktails (Sigma, 1:1000). Lysates were then centrifuged at 15,000 rpm for 15 minutes at 4 °C, and supernatant was collected and stored at -80 °C. Total protein concentration was quantified using Bradford Protein Assay (BioRad) following the manufacturer's protocol. The quantified protein samples were diluted with 4x sample buffer (Thermo Fisher) supplemented with Reducing agent (Thermo Fisher) and heat-denatured at 70 °C for 10 min. The denatured protein samples were loaded at 5-20 µg per lane on a 4-12% gradient Bis-Tris gel (Thermo Fisher) and resolved at 180 V for 1 h in MOPS-SDS running (Thermo Fisher). Dissolved proteins were then transferred onto a PVDF membrane (Millipore) at 90 V for 1 h at 4 °C by wet transfer. Membranes were blocked for 30 minutes in either 5 % BSA (Sigma) or 5 % milk (Sigma) in TBST buffer (TBS supplemented 0.1 % Tween 20) and then probed in diluted primary antibody overnight at 4 °C. The membranes were washed three times in TBST and then probed with appropriate horse radish peroxidase-conjugated secondary antibody for 1 h at room temperature. The membranes were washed three times in TBST, incubated with ECL (Roche) for 5 min at room temperature, and exposed onto an X-ray film.

### **Kinase assay**

mESCs were feeder-depleted by brief incubation on gelatinised dishes in SL medium and allowed to plate down on a fresh 10 cm dish overnight. Cells were then lysed and processed as per Akt Activity Assay Kit (Abcam) with modifications. In brief, Akt was immunoprecipitated via overnight incubation with pan-specific Akt antibody followed by 2 h incubation with Protein-A dynabeads (Thermo Fisher) both at 4 °C with agitation. Beads were then washed and incubated with GSK-3α substrate/ATP reaction mix at 30 °C for 2 or 4 h. Reaction was halted by the addition of 4x sample buffer and processed for immunoblotting to analyse the phosphorylation status of the GSK-3α substrate. All antibodies were supplied by the kit and dilutions were used as indicated in the supplied protocol.

### **RT-qPCR**

Rex1GFP+ cells from wildtype, *Npr12* KO and *Tsc2* KO cells that had been maintained in SL medium were collected by cell sorting and  $5.0 \times 10^5$  cells were plated to a gelatin-coated 10-cm dish in NDiff227 differentiation medium. Cells were collected immediately after sorting as d0 samples and after differentiation for 1 and 2 days, and used for total RNA isolation. Reverse transcription was performed using SuperScript III (Thermo Fisher) according to the manufacturer's instruction. qPCR was then performed using Agilent Mx3005P qPCR system with Brilliant III Ultra-Fast SYBR Green PCR Mix with Low ROX (Agilent) and primers listed in Supplementary Table 6.

**Table S1.** DE scores for all MAGeCK analyses in self-renewal and differentiation screens (Excel file), Related to Figures 1-4.

**Table S2.** Hit gene list (Excel file), Related to Figures 1-3.

**Table S3.** Representative Reactome/KEGG gene sets positively enriched in the differentiation screen, Related to Figures 2 and 3.

| REACTOME/KEGG gene set                                          | Key process                  | NES  | FDR q |
|-----------------------------------------------------------------|------------------------------|------|-------|
| REACTOME_RESPIRATORY_ELECTRON_TRANSPORT                         | Mitochondria                 | 2.61 | 0     |
| REACTOME_MITOCHONDRIAL_TRNA_AMINOACYLATION                      | Mitochondria                 | 2.17 | 0     |
| KEGG_OXIDATIVE_PHOSPHORYLATION                                  | Mitochondria                 | 2.59 | 0     |
| REACTOME_GLYCOLYSIS                                             | Glucose metabolism           | 1.66 | 0.044 |
| REACTOME_MICRORNA_MIRNA_BIOGENESIS                              | miRNA                        | 1.59 | 0.065 |
| REACTOME_METABOLISM_OF_MRNA                                     | mRNA                         | 1.98 | 0     |
| REACTOME_DESTABILIZATION_OF_MRNA_BY_AUF1_HNRNP_D0               | mRNA                         | 1.66 | 0.042 |
| KEGG_RNA_DEGRADATION                                            | mRNA                         | 2.17 | 0     |
| KEGG_PROTEASOME                                                 | Proteasome                   | 1.77 | 0.008 |
| KEGG_GLYCOSYLPHOSPHATIDYLINOSITOL_GPI_ANCHOR_BIOSYNTHESIS       | GPI anchor                   | 1.80 | 0.005 |
| KEGG_GLYCOSAMINOGLYCAN_BIOSYNTHESIS_HEPARAN_SULFATE             | Heparan sulfate              | 1.87 | 0.002 |
| REACTOME_FRS2_MEDIATED_CASCADE                                  | FGF-MAPK                     | 1.71 | 0.032 |
| REACTOME_PROLONGED_ERK_ACTIVATION_EVENTS                        | FGF-MAPK                     | 1.63 | 0.058 |
| REACTOME_INSULIN_RECEPTOR_SIGNALLING_CASCADE                    | PI3K-AKT-mTORC1<br>-FGF-MAPK | 1.53 | 0.101 |
| REACTOME_SIGNALING_BY_WNT                                       | Wnt                          | 1.82 | 0.009 |
| REACTOME_ENDOSOMAL_SORTING_COMPLEX_REQUIRED_FOR_TRANSPORT_ESCRT | Endosome-trafficking         | 1.81 | 0.009 |
| REACTOME_ER_PHAGOSOME_PATHWAY                                   | Endosome-trafficking         | 1.70 | 0.033 |

**Table S4.** gRNAs used to generate KO clones, Related to Figures 2,4 and 5.

| Gene          | gRNA1                | gRNA2                |
|---------------|----------------------|----------------------|
| <i>Tcf7l1</i> | GCTCCAAAGAGCGGTGGTG  | TGAAAGGAGCCACCGGTGAG |
| <i>Apc</i>    | ACAAGCTAATACATATTGCC | GACAGTGCACTTTTAGATT  |
| <i>Nprl2</i>  | CCGGACCAACGTCCACTGA  | GTGTGAGGCTTTAGTTGGGT |
| <i>Depdc5</i> | CACAGGGCACCCCATCATGT | ACAAAACATGCTCGTCTCTA |
| <i>Tsc1</i>   | GGCGACATCAGGCTCAGCAC | GCAGCCATGTGTATGCGGGA |
| <i>Tsc2</i>   | AAAAGGTGCTGCAGTTCACG | TCCAAGCTTAATGCATTAGG |
| <i>Rictor</i> | TGCTTGCTATGCACAATT   | TAACAATTTAAGTCCGAGCT |

**Table S5.** Genotyping primers used to generate KO clones, Related to Figures 2,4 and 5.

| Gene          | Fw primer             | Rv primer            |
|---------------|-----------------------|----------------------|
| <i>Tcf7l1</i> | AGCCATTTTGACGTCTGTCC  | CCGAGAGCTCCTGTCAGAAC |
| <i>Apc</i>    | CGTCAGTGCACTGTTCTTC   | AGTCTGAAGTCAGCCAGGA  |
| <i>Nprl2</i>  | CAAAGTAGACCACTGGGTGGA | AGAAGAAGCTGATTGGCTGC |
| <i>Depdc5</i> | ACTCTCAGGGAAAAGGCAGA  | TGCTTTTGCAAGTCAAGTCG |
| <i>Tsc1</i>   | GGGGATAGGGATAGGGGTCT  | ATGAACTGCAGGGTTTCTGG |
| <i>Tsc2</i>   | GACAGGAGGCAAGCAGAAAC  | GCTAGAGAAGGGCAGGGAGT |
| <i>Rictor</i> | ACGGTGGGACAGAACTCAG   | TCAAGCAGTTTCAGTGCCAC |

**Table S6.** gRNAs used for lentiviral CRISPR-mediated gene knockout, Related to Figures 1-3.

| Gene             | gRNA                 | Addgene ID |
|------------------|----------------------|------------|
| <i>Tcf7l1-g1</i> | TTACGGTGCGCGCTCCACC  | 105015     |
| <i>Tcf7l1-g2</i> | GCTGTCTTTGGGTCGATCTC | 105016     |
| <i>Kcmf1-g1</i>  | TGAGTTACGATGAATCGAG  | 105017     |
| <i>Pggt1b-g1</i> | GGTCAAATCTGAGTCGCTG  | 105018     |
| <i>Vps39-g1</i>  | CTGTGGTGCTTAACGAGGA  | 105019     |
| <i>Znrf1-g1</i>  | TTGTACTCATCGTTCCAC   | 105020     |
| <i>Zfp219-g1</i> | ACGGGGCACGCATGATCAA  | 105021     |
| <i>Apc-g1</i>    | GTATTGTTGGGAAATCCCG  | 105022     |
| <i>Nelfb-g1</i>  | AAGACCCGGCGCCAAGGAG  | 105023     |
| <i>Nelfb-g2</i>  | GGATCTACACGGGACACCG  | 105024     |
| <i>Nelfcd-g1</i> | GATCAAGCACTTCGACCCT  | 105025     |
| <i>Nelfcd-g2</i> | TCTGATGCGGGGTACCAAG  | 105026     |
| <i>Stat3</i>     | ATCGCTTACTCTCCGCATC  | 105027     |
| <i>Hgs-g1</i>    | ATCTGCGACCTGATCCGTC  | 105032     |
| <i>Vps25-g1</i>  | CAATCTGAATTGACTCCAC  | 105033     |
| <i>Ptpn23-g1</i> | CTAAAGCGCATCCTCGCCA  | 105034     |
| <i>Pou5f1-g1</i> | TCGTATGCGGGCGGACATG  | 105035     |
| <i>Pou5f1-g2</i> | CTAGTCCCCCAAGTTGGCG  | 105036     |
| <i>Nprl2-g1</i>  | TCGCGAGAACTGTTTGACA  | 105037     |
| <i>Nprl2-g2</i>  | CGGCCAGCTTTTAAACGAT  | 105038     |
| <i>Tsc2-g1</i>   | CTCATACACTCGAGTGGCG  | 105039     |
| <i>Tsc2-g2</i>   | CAATCGCATCCGAATGATA  | 105040     |
| <i>Rictor-g1</i> | TAGCGCAGCGCTCGCAACC  | 105041     |
| <i>Rictor-g2</i> | GACATTCAGCAGAGCAACG  | 105042     |

**Table S7.** Primers used for the RT-qPCR assay, Related to Figure 4.

| Gene           | Fw primer              | Rv primer               |
|----------------|------------------------|-------------------------|
| <i>Zfp42</i>   | CCCTCGACAGACTGACCCTAA  | TCGGGGCTAATCTCACTTTCAT  |
| <i>Nanog</i>   | TCTTCCTGGTCCCCACAGTTT  | GCAAGAATAGTTCTCGGGATGAA |
| <i>Esrrb</i>   | GCACCTGGGCTCTAGTTGC    | TACAGTCCTCGTAGCTCTTGC   |
| <i>Tbx3</i>    | AGATCCGTTATCCCTGGGAC   | CAGCAGCCCCCACTAACTG     |
| <i>Klf4</i>    | GTGCCCCGACTAACCCTTG    | GTCGTTGAACTCCTCGGTCT    |
| <i>Tfcp2l1</i> | CAGCCCGAACAATAACAACAG  | CAGCCGGATTTCATACGACTG   |
| <i>Fgf5</i>    | AAGTAGCGCGACGTTTTCTTC  | CTGGAAACTGCTATGTTCCGAG  |
| <i>Otx2</i>    | TATCTAAAGCAACCGCCTTACG | AAGTCCATACCCGAAGTGGTC   |

### Deposited datasets

1. RNA-seq analyses. 

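RNA was also sequenced from wild-type Rex1GFP mESCs before differentiation (day 0) and after 1, 2 and 3 days of it, with 3 libraries per day, and the authors deposited kallisto's estimated counts and TPM for these libraries too. The total of estimated counts had a median of 13241189 on day 0, 14514026 on day 1, 12777089 on day 2 and 13742809 on day 3, and lay between 12503005 and 15305054 over the 12 libraries. At these totals 3 counts correspond to between 0.203 and 0.249 CPM. The 14382 genes left by edgeR's filter were tested in a single fit of the 12 libraries, whose common biological coefficient of variation was 0.0728, and each day was compared with day 0. Libraries of the same day differed by more than sampling noise, with a chi-square per gene between 1.82 and 9.06.
By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8754 genes differed on day 1 (4330 higher and 4424 lower than on day 0), 9575 on day 2 and 10201 on day 3. The count on day 1 moved most with at least 10 counts required in every library, to 7504, and lay between 7951 and 9048 across the 12 fits that each left out 1 library.
*Zfp42*, which encodes *Rex1*, fell from 720.5 ± 43.6 CPM (SD, n = 3) on day 0 to 153.5 ± 14.9 CPM (SD, n = 3) on day 1, a log2 fold change of -2.23 (SE 0.09, adjusted p = 6.2e-13 from the same edgeR test), and to 20.3 ± 2.84 CPM (SD, n = 3) on day 2 and 11.2 ± 1.59 CPM (SD, n = 3) on day 3. Other naive genes fell faster. *Tbx3* went from 293.1 ± 20.5 CPM (SD, n = 3) to 4.07 ± 0.988 CPM (SD, n = 3) on day 1, a log2 fold change of -6.18 (SE 0.13, adjusted p = 4.4e-17 from the same edgeR test). The log2 fold change on day 1 was -5.42 for *Klf4*, -4.76 for *Tfcp2l1* and -3.62 for *Esrrb*, which reached -8.29 on day 3. *Nanog* fell from 858.8 ± 60.6 CPM (SD, n = 3) to 24.2 ± 1.74 CPM (SD, n = 3) on day 1 (log2 fold change -5.15, SE 0.23, adjusted p = 3.7e-08 from the same edgeR test) and was back at 130.5 ± 36.2 CPM (SD, n = 3) on day 3.
The formative gene *Fgf5* rose from 0.451 ± 0.13 CPM (SD, n = 3) to 66.4 ± 7.60 CPM (SD, n = 3) on day 1, a log2 fold change of 7.18 (SE 0.20, adjusted p = 2.3e-15 from the same edgeR test), and was at 79.9 ± 4.87 CPM (SD, n = 3) on day 3. *Otx2* rose from 15.9 ± 3.48 CPM (SD, n = 3) to 156.5 ± 1.67 CPM (SD, n = 3) on day 1, a log2 fold change of 3.29. Each of these 8 genes was called on each day under every alternative that could test it.

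**Figure D3:**
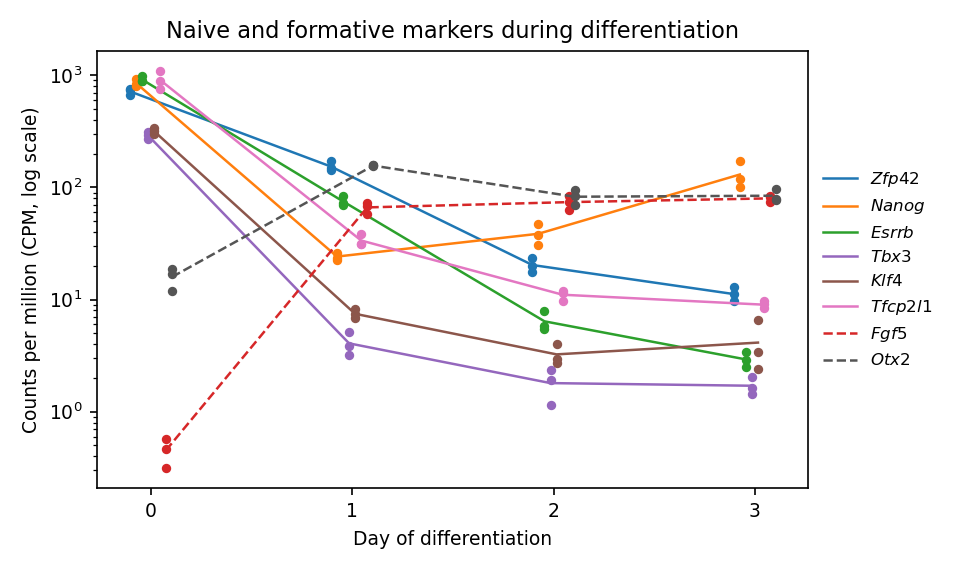
CPM (log scale on the y axis) of *Zfp42*, *Nanog*, *Esrrb*, *Tbx3*, *Klf4* and *Tfcp2l1* (solid lines) and of *Fgf5* and *Otx2* (dashed lines) by day of differentiation (x axis). Each point is a library (3 per day) and lines join the means. *Zfp42* falls from 720.5 CPM on day 0 to 11.2 CPM on day 3, and *Fgf5* rises from 0.451 to 79.9 CPM.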

Rex1GFP+ population in wildtype, *Nprl2* KO and *Tsc2* KO mESCs and differentiation timecourse (day 0-3) of wildtype Rex1GFP mESCs. Gene Expression Omnibus: GSE107060
2. CRISPR-KO screen. Raw readcounts and all MAGeCK outputs of self-renewal and differentiation. BioStudies: S-BSST61

# Supplementary material for: Genome-wide CRISPR-KO Screen Uncovers mTORC1-Mediated Gsk3 Regulation in Naive Pluripotency Maintenance and Dissolution
**Source:** Cell Rep. 2018 Jul 11;24(2):489–502. doi: 10.1016/j.celrep.2018.06.027
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## Genome-wide CRISPR-KO Screen Uncovers mTORC1-Mediated Gsk3 Regulation in Naive Pluripotency Maintenance and Dissolution

### Graphical Abstract

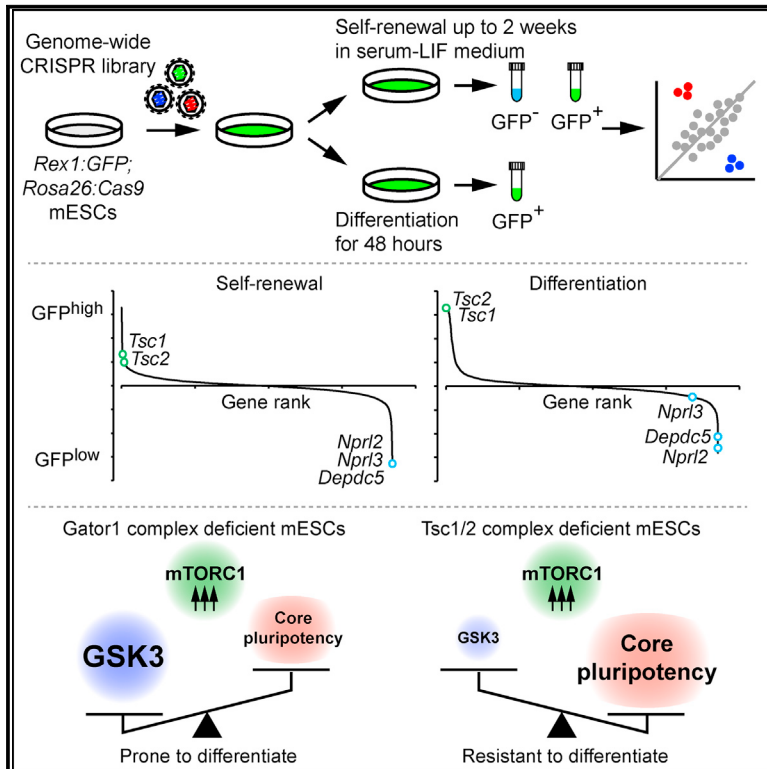

### Authors

Meng Li, Jason S.L. Yu, Katarzyna Tilgner, Swee Hoe Ong, Hiroko Koike-Yusa, Kosuke Yusa

### In Brief

Li et al. conducted genome-wide CRISPR screens in mouse ESCs to identify genes affecting maintenance of and exit from naive pluripotency using a *Rex1* GFP reporter. They show that loss of two mTORC1-negative regulators, *Tsc1/2* and *Gator1*, can cause opposing phenotypes through differential regulation of Gsk3 activity.

### Highlights

- Genome-wide CRISPR screening identifies naive pluripotency regulators in mouse ESCs
- mTORC1-negative regulators from two axes show opposing phenotypes
- *Gator1* is required for proper self-renewal and differentiation via Gsk3 regulation
- *Tsc2* loss causes Akt-dependent, mTORC1-dependent Gsk3 suppression

### Data and Software Availability

GSE107060

Li et al., 2018, Cell Reports 24, 489–502  
July 10, 2018 © 2018 The Author(s).  
<https://doi.org/10.1016/j.celrep.2018.06.027>

CellPress

# Genome-wide CRISPR-KO Screen Uncovers mTORC1-Mediated Gsk3 Regulation in Naive Pluripotency Maintenance and Dissolution

Meng Li,<sup>1</sup> Jason S.L. Yu,<sup>1</sup> Katarzyna Tilgner,<sup>1</sup> Swee Hoe Ong,<sup>1</sup> Hiroko Koike-Yusa,<sup>1</sup> and Kosuke Yusa<sup>1,2,\*</sup>

<https://doi.org/10.1016/j.celrep.2018.06.027>

## SUMMARY

The genetic basis of naive pluripotency maintenance and loss is a central question in embryonic stem cell biology. Here, we deploy CRISPR-knockout-based screens in mouse embryonic stem cells to interrogate this question through a genome-wide, non-biased approach using the Rex1GFP reporter as a phenotypic readout. This highly sensitive and efficient method identified genes in diverse biological processes and pathways. We uncovered a key role for negative regulators of mTORC1 in maintenance and exit from naive pluripotency and provided an integrated account of how mTORC1 activity influences naive pluripotency through Gsk3. Our study therefore reinforces Gsk3 as the central node and provides a comprehensive, data-rich resource that will improve our understanding of mechanisms regulating pluripotency and stimulate avenues for further mechanistic studies.

## INTRODUCTION

Mouse embryonic stem cells (mESCs) are derived from the inner cell mass of blastocyst-stage embryos and can be indefinitely propagated while maintaining the ability to differentiate into all three germ layers. They have served not only as a platform for genome manipulation and production of transgenic mice but also as an essential model system to study the molecular mechanisms of self-renewal and differentiation. In particular, mechanisms that underpin the maintenance of pluripotency have been the subject of intense research, establishing the framework through which the pluripotent state is regulated by intrinsic and extrinsic factors. Intrinsically, the core transcription factors Pou5f1, Sox2, and Nanog act together with accessory factors Esrrb, Klf2, and Tfcp2l1 to consolidate the pluripotent identity (Hackett and Surani, 2014). Extrinsically, leukemia inhibitory factor (LIF)-STAT3 signaling plays a key role to sustain pluripotency (Ohtsuka et al., 2015) and Wnt signaling cooperates to suppress differentiation (Sato et al., 2004), whereas FGF-MAPK signaling is essential for mESCs to initiate differentiation (Kunath et al., 2007). In uncovering these basic principles, culture conditions that permit the preservation of pluripo-

tency via dual inhibition of MEK and Gsk3 kinases (termed 2i) were established (Ying et al., 2008). mESCs cultured with 2i closely resemble epiblasts in pre-implantation embryos, sharing transcriptomic and epigenomic features that reflect the ground or naive state of pluripotency (Leitch et al., 2013; Marks et al., 2012).

As the mechanisms of pluripotency maintenance have become clearer, research focus has shifted toward understanding how the exit from pluripotency and initiation of lineage specification are achieved. In response to differentiation cues, mESCs must resolve the naive pluripotency network and initiate transcriptional events that drive the progression through an intermediate or formative state to the primed state (Smith, 2017). One key factor regulating this process is Tcf7l1, which is a transcriptional suppressor and colocalizes with Pou5f1 and Sox2, thereby counteracting their transcriptional activation and suppressing the intrinsic pluripotency program (Cole et al., 2008). Conversely, loss of Tcf7l1 resulted in upregulation of Nanog, severely delaying the onset of differentiation (Pereira et al., 2006). The activity of Tcf7l1 is subject to regulation by Wnt signaling and thus depends on Gsk3 activity. Inhibition of Gsk3 results in the nuclear translocation of  $\beta$ -catenin, which upon binding to Tcf7l1, abrogates its suppressor activity (Wray et al., 2011; Yi et al., 2011). This is a clear example of how extrinsic signaling dictates the dissolution of the core pluripotency network. Although reverse and forward genetic approaches have been successful in identifying such factors (Betschinger et al., 2013; Guo et al., 2011; Kaji et al., 2006; Leeb et al., 2014; Pereira et al., 2006), the full repertoire of genes and pathways involved in this process remains elusive.

The CRISPR-Cas system is the defense machinery found in a range of bacterial and archaea species (Makarova et al., 2015). Among them, the CRISPR-Cas9 system derived from *Streptococcus pyogenes* is most extensively characterized (Jinek et al., 2012, 2014; Nishimasu et al., 2014; Sternberg et al., 2014) and has been adapted into versatile genetic tools (Adli, 2018). The key advantage of the CRISPR-Cas9 system is the high consistency and efficiency in generating targeted gene knockouts, which has enabled us and others to carry out genome-scale CRISPR-knockout (KO) screening in mammalian cells (Koike-Yusa et al., 2014; Shalem et al., 2014; Wang et al., 2014). CRISPR-KO screening has shown superior detection sensitivity compared to RNAi screens (Evers et al., 2016), and its resolving power is evident in the unraveling of genetic

dependencies in cancer cells (Hart et al., 2015; Tzelepis et al., 2016; Wang et al., 2017).

Here we performed CRISPR-KO phenotypic screens to gain more in-depth insight and comprehensive understanding of the maintenance of and exit from naive pluripotency. The unbiased nature of CRISPR-KO screening revealed multiple genes and protein complexes whose functions have not previously been associated with pluripotency maintenance and/or differentiation. In particular, our screen revealed that regulation of Gsk3 activity is a key requirement in initiating differentiation. In addition, regulation of Gsk3 is mediated by Akt/mTOR signaling, subsequently linking nutrient and energy metabolism pathways to the exit from naive pluripotency. Our study therefore represents the most comprehensive account of the factors involved in the regulation of naive pluripotency, providing a key resource for further experimental interrogation.

## RESULTS

### CRISPR-KO Self-Renewal Screen Identifies Genes Regulating Naive Pluripotency

We previously performed a cell-essentiality screen in JM8 mESCs and identified 1,680 genes as essential for survival and proliferation (Tzelepis et al., 2016). However, because the phenotypic readout was proliferation, we could not distinguish factors that positively or negatively affect pluripotency maintenance from those affecting cell survival and/or proliferation. In this study, we therefore redesigned a screen using a Rex1GFP reporter (Wray et al., 2011) as a phenotypic readout. *Rex1* (also known as *Zfp42*) expression is strictly restricted to the naive pluripotent state, and its pattern reflects a heterogeneity typically observed in mESCs cultured in the serum + LIF (SL) condition (Chambers et al., 2007). Upon differentiation, *Rex1* is rapidly downregulated, allowing the near real-time readout of the pluripotent state. However, caution is required when interpreting Rex1GFP phenotype, because non-related mechanisms can influence the GFP expression level. Because genes required for cell survival and/or proliferation in the 2i + LIF (2iL) condition have not been investigated and may differ from those required in the SL condition, we sought to perform a cell-essentiality screen in 2iL in parallel. We generated Rex1GFP-Cas9 mESCs by introducing the Cas9 gene into the *Rosa26* locus (Figure S1) and used this line as wild-type mESCs throughout this study.

Figure 1A outlines our screening strategy. Rex1GFP-Cas9 mESCs were mutagenized with the v2 mouse genome-wide guide RNA (gRNA) library (Tzelepis et al., 2016). On day 2, transduced cells were collected by cell sorting and cultured in either the 2iL or the SL condition. On days 8 and 15 post-transduction, the GFP+ and GFP– populations were collected by sorting for the cells in SL, whereas cells in 2iL were simply collected without sorting. Subsequently, gRNA abundance was analyzed and statistical analyses were performed as detailed later. In all analyses, we computed depletion-enrichment (DE) scores to show contiguous negative-to-positive statistical values (see Experimental Procedures) (Tables S1 and S2).

First, we performed statistical analysis comparing GFP+ and GFP– fractions from the SL condition. This identifies genes

that affect the ratio between GFP+ and GFP– populations and thus are most likely to affect self-renewal. From positive selection, we identified 27 and 37 genes whose KO increased the GFP+ fraction on days 8 and 15, respectively, at a cutoff of the false discovery rate (FDR) of 10% (Figures 1B and 1C). Consistent with its established function, *Tcf7l1* was identified as a gene restricting the GFP+ fraction at both time points. We validated 5 genes identified in the day 15 dataset (*Vps39*, *Pggt1b*, *Znrf3*, *Kcmf1*, and *Zfp219*) that have not been previously linked to pluripotency maintenance (Figure 1D). We also identified 129 and 69 genes that, when knocked out, decreased the GFP+ fraction on days 8 and 15, respectively, from negative selection (Figures 1B and 1C). The genes on day 15 included accessory factors such as *Ctnnb1*, *Klf4*, and *Esrrb*.

We then performed additional statistical analysis by comparing the read counts between the library plasmid and the GFP+ or GFP– fractions. This comparison identifies genes that affect mutant representation during the course of screen (i.e., cell survival and/or proliferation). By comparing resulting DE scores between GFP+ and GFP– populations, the kinetics of genes affecting naive pluripotency maintenance can be captured (Figure S2). For instance, genes that exhibit rapid loss of pluripotency upon KO, such as *Pou5f1* and *Sox2*, had been already depleted from both GFP+ and GFP– populations by day 8, but genes in the LIF-Stat3 pathway showed depletion initially from the GFP+ population and then from the entire population, permitting direct observation of the differentiation trajectory (Figures S2G and S2H). We identified two subunits (Nelfb and Nelfcd) of the negative elongation factor complex, showing a trajectory similar to the LIF-Stat3 pathway genes (Figure 1E). Through individual gRNA experiments, we confirmed that gene inactivation resulted in gradual loss of naive pluripotency and eventual depletion from the entire culture (Figure 1F), confirming that our data can accurately capture the loss of the naive state across time.

Lastly, we compared genes essential for survival and/or proliferation between the GFP+ cells in SL and the cells in 2iL and found considerably different requirements to maintain proliferation in these conditions (Figure 1G). For example, *Sall4* is required for self-renewal in the SL condition, but not in the 2iL condition. Loss of *Tfcp2l1* and Gator1 complex genes (*Nprl2*, *Nprl3*, and *Depdc5*) showed a more pronounced effect in the 2iL condition than in the SL condition. Genes specifically required for cells in 2iL were enriched in metabolic and biosynthesis processes, which are likely to be a response to absence of serum constituents, and insulin signaling (Figure 1H). Altogether, these data uncover several genes not previously connected to naive pluripotency maintenance, highlighting the value of our genome-wide loss-of-function screens.

### CRISPR-KO Differentiation Screen Identifies Genes that Impede or Accelerate Pluripotency Exit

Next, we performed a CRISPR-KO screen to identify genes required for proper initiation of differentiation using the Rex1GFP reporter (Figure 2A; Figure S3). We compared gRNA abundance of the GFP+ fraction to that of the unsorted population and identified 563 genes (FDR 10% cutoff for positive selection) required for proper exit from pluripotency (Figure 2B)

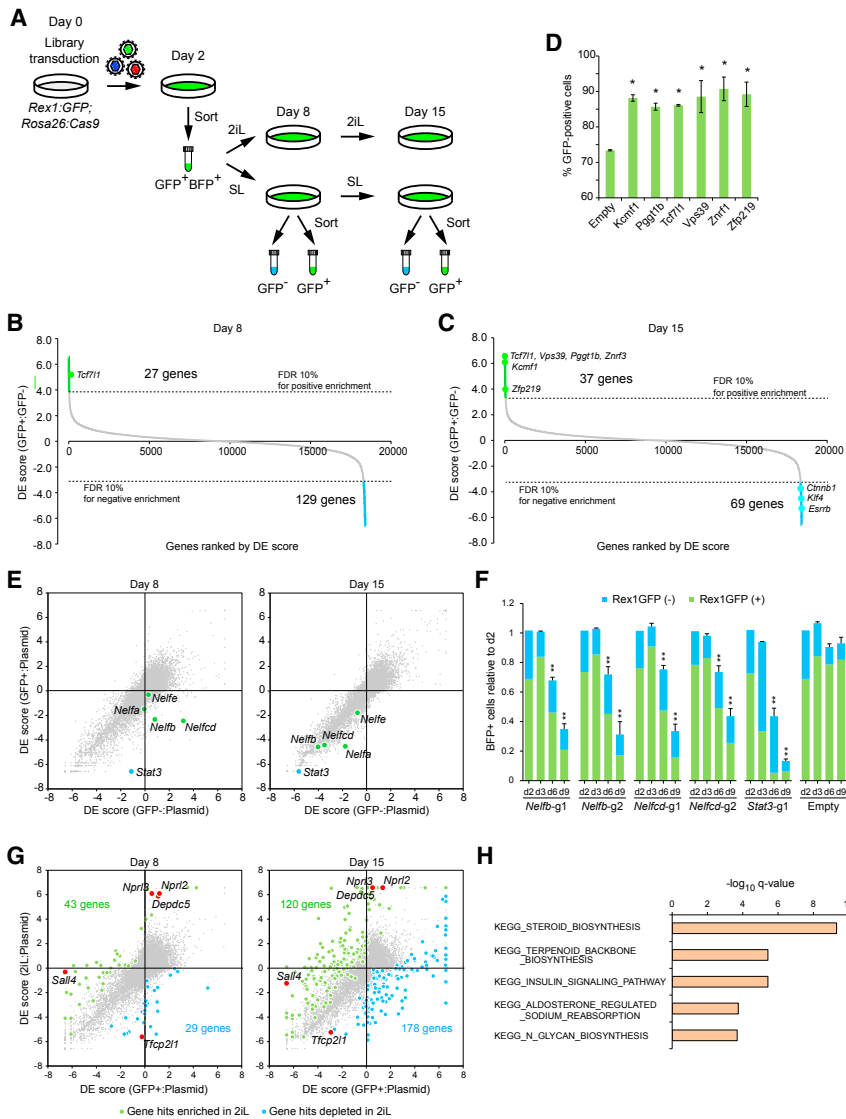

**Figure 1. CRISPR-KO Screen in Maintenance of Naive Pluripotency**

(A) Screening strategy for maintenance of naive pluripotency. Lentivirus used expresses blue fluorescent protein (BFP), and transduced cells were thus enriched on day 2 by sorting. For mESCs in SL, gRNA abundance in sorted GFP<sup>+</sup> and GFP<sup>-</sup> populations was analyzed.

(B and C) Screen summaries as ranked DE score plots for day 8 (B) and day 15 (C) by comparing GFP<sup>+</sup> and GFP<sup>-</sup> populations.

(D) Validation of newly identified genes.

(E and F) Differentiation trajectory (Figure S2) identified potential involvement of the negative elongation factor in naive pluripotency maintenance. (E) Validation experiment was performed with 2 gRNAs each for *Nelfb* and *Nelfcd*, together with a gRNA targeting *Stat3* as a positive control (F).

(G) Comparison of the screen results between GFP<sup>+</sup> cells in SL and the cells in 2iL. Green and blue dots indicate genes enriched or depleted in cells in 2iL.

(H) GO terms overrepresented in processes specifically required in mESCs cultured in 2iL. Data are shown as mean  $\pm$  SD. (D and F)  $n = 3$ . Student's  $t$  test was performed.  $*p \leq 0.05$ . See also Figures S1 and S2.

ferentiation screens revealed that most genes showing higher GFP retention upon differentiation did not influence the GFP<sup>+</sup>:GFP<sup>-</sup> ratio in the SL condition (Figure 2F). These results suggest that there are at least 2 distinct classes of genes regulating the maintenance of and/or exit from naive pluripotency.

### Pathways Involved in the Exit from Pluripotency Are Diverse

To gain a comprehensive picture of genes involved in naive pluripotency exit, we performed GSEA using the entire Reac-

(Tables S1 and S2). The two positive control genes, *Tcf7l1* and *Apc*, were identified among the hits. We were also able to identify 12 genes whose loss accelerated differentiation with a relaxed cutoff of FDR of 25% (Figure 2B). To confirm the validity of our result, we performed gene set enrichment analysis (GSEA) using a control gene set including 28 genes identified by an RNAi screen performed in a similar experimental setting (Betschinger et al., 2013). This gene set showed strong enrichment in our screen, indicating high concordance (Figure 2C). We also performed GSEA using genes identified in our self-renewal screen (Figure 1C) and observed a positive correlation with the differentiation screen; genes that increased the GFP<sup>+</sup> fraction in the SL condition showed higher retention of Rex1GFP expression during differentiation, and vice versa (Figures 2D and 2E). This indicates that gene hits in self-renewal in the SL condition most likely show the same effect in the differentiation condition. However, genome-wide comparison of the self-renewal and dif-

ferentiation screens revealed that most genes showing higher GFP retention upon differentiation did not influence the GFP<sup>+</sup>:GFP<sup>-</sup> ratio in the SL condition (Figure 2F). These results suggest that there are at least 2 distinct classes of genes regulating the maintenance of and/or exit from naive pluripotency.

To gain a comprehensive picture of genes involved in naive pluripotency exit, we performed GSEA using the entire Reac-

tome and KEGG gene sets and identified known signaling pathways such as fibroblast growth factor (FGF)-mitogen-activated protein kinase (MAPK), Wnt, and phosphatidylinositol 3-kinase (PI3K) pathways, mRNA degradation, and microRNA (miRNA) biogenesis pathways (Table S3). The remaining processes are relatively less studied in the context of mESC differentiation. For example, mitochondrial genes showed the strongest enrichment; nearly a half of the 563 gene hits were mitochondrial genes. In addition, glycolysis was identified in GSEA. Although it is known that naive pluripotent cells show higher mitochondrial activity than cells with primed pluripotency (Zhou et al., 2012), how ATP production affects the onset of differentiation remains elusive. In addition, genes involved in endosome and vesicle trafficking were enriched, but their involvement is not well understood.

We have summarized our findings by grouping our gene hits in the context of signaling, protein complexes, and other functional

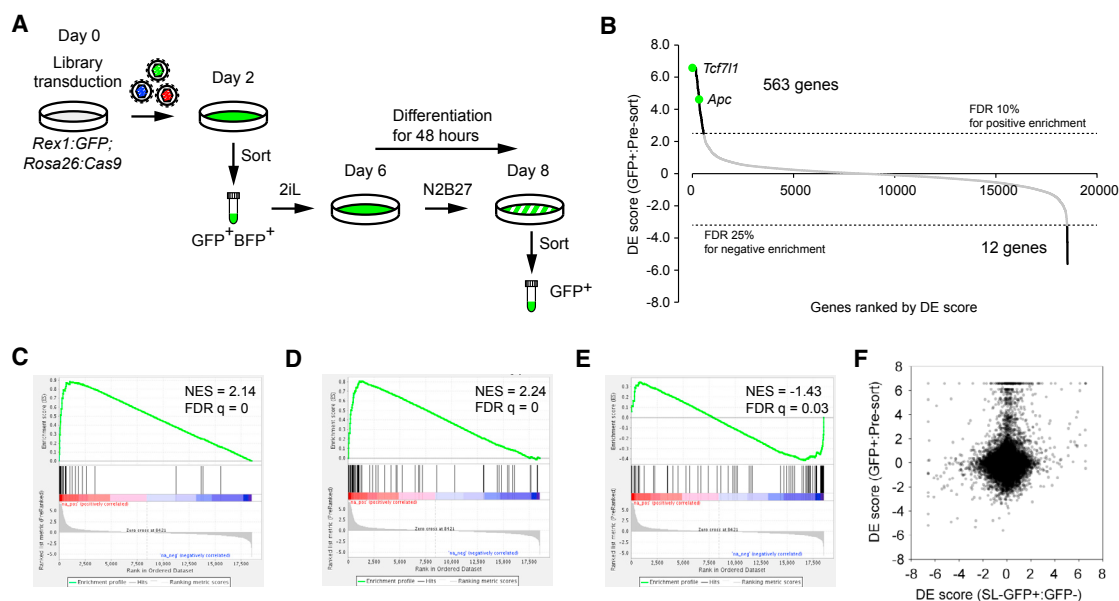

**Figure 2. CRISPR-KO Screen in Exit from Naive Pluripotency**

(A) Screening strategy for exit from naive pluripotency.

(B) Screen summary shown as a ranked DE score plot.

(C–E) GSEA for a gene set identified by a siRNA screen (Betschinger et al., 2013) (C) and a set of genes identified in positive (D) and negative (E) selection from our self-renewal screen (GFP+:GFP–) on day 15. NES, normalized enrichment score.

(F) Comparison of DE scores between self-renewal (day 15) and differentiation screens. Although there are correlations as observed in (D) and (E), most genes identified in exit from pluripotency do not have a major impact on Rex1GFP heterogeneity in maintenance culture.

See also Figures S1 and S3.

categories (Figure 3). In the signaling category, genes involved in FGF-MAPK, LIF-STAT, PI3K-AKT, and Wnt pathways were identified. mRNA degradation pathways such as non-sense-mediated decay (Li et al., 2015) and the m<sup>6</sup>-A RNA methylation enzyme complex (Batista et al., 2014; Geula et al., 2015) have been previously described. miRNAs are also known to regulate differentiation (Kanellopoulou et al., 2005; Sinkkonen et al., 2008). In the nucleus, several chromatin-modifying and chromatin-remodeling complexes were identified (Cruz-Molina et al., 2017; Kaji et al., 2006; Whyte et al., 2012). *Pou5f1* was identified as a gene required for differentiation. Although complete loss of *Pou5f1* leads to differentiation (Niwa et al., 2000), *Pou5f1* is also known to have roles in lineage specification (Wang et al., 2012; Yang et al., 2014). It has also been shown that *Pou5f1*<sup>+/-</sup> ESCs show enhanced self-renewal capability and resistance to differentiation (Karwacki-Neisius et al., 2013). Because double-stranded break (DSB)-mediated genome editing generates various alleles, our mutant library must have contained heterozygously edited cells, which correspondingly showed a delayed differentiation phenotype.

In addition to known genes and pathways, we identified other pathways not previously connected to naive pluripotency exit. For instance, genes in the heparan sulfate biosynthesis pathway were identified. As a known positive regulator of FGF signaling (Ornitz, 2000), the deficiency likely results in weakened FGF-MAPK signaling. We also identified multiple genes involved in vesicle trafficking and endocytosis. Of the various complexes identified, all 6 genes that compose the ho-

motypic fusion and protein sorting (HOPS) complex showed strong differentiation defects, and one of the genes, *Vps39*, was identified in the self-renewal screen as a factor that decreases heterogeneity (Figures 1C and 1D). We validated some factors by individual gRNA experiments (Figure S4), showing the accuracy of our screen results. Altogether, these findings indicate that our screen both confirmed and added to genes known to participate in naive pluripotency exit. Our screen therefore provides a comprehensive dataset for better understanding the molecular mechanisms underlying exit from naive pluripotency.

### Increasing mTORC1 Activity through Gator1 or Tsc1/2 Loss Results in Opposing Phenotypes

The two mTOR-containing complexes, namely, mTORC1 and mTORC2, are crucial mediators or regulators of the PI3K-Akt pathway in response to external growth stimuli and involved in multiple processes such as translation regulation, energy metabolism, autophagy, and development (Saxton and Sabatini, 2017). mTORC1 activity is also regulated by amino acid sensing (Wolfson and Sabatini, 2017). In the previous small interfering RNA (siRNA) screen, mTORC1 regulators such as *Tsc1/2*, *RagA/C*, *folliculin*, and the *Lamtor* complex were identified (Betschinger et al., 2013). Our screen identified additional factors involved in mTORC1 regulation and thus further connects the mTOR network to pluripotency regulation (Figure 3). These factors include the *Gator1*, *Gator2*, and *Kicstor* complexes, as well as *Stk11*. At a relaxed cutoff, we were able to identify *Rictor*, an

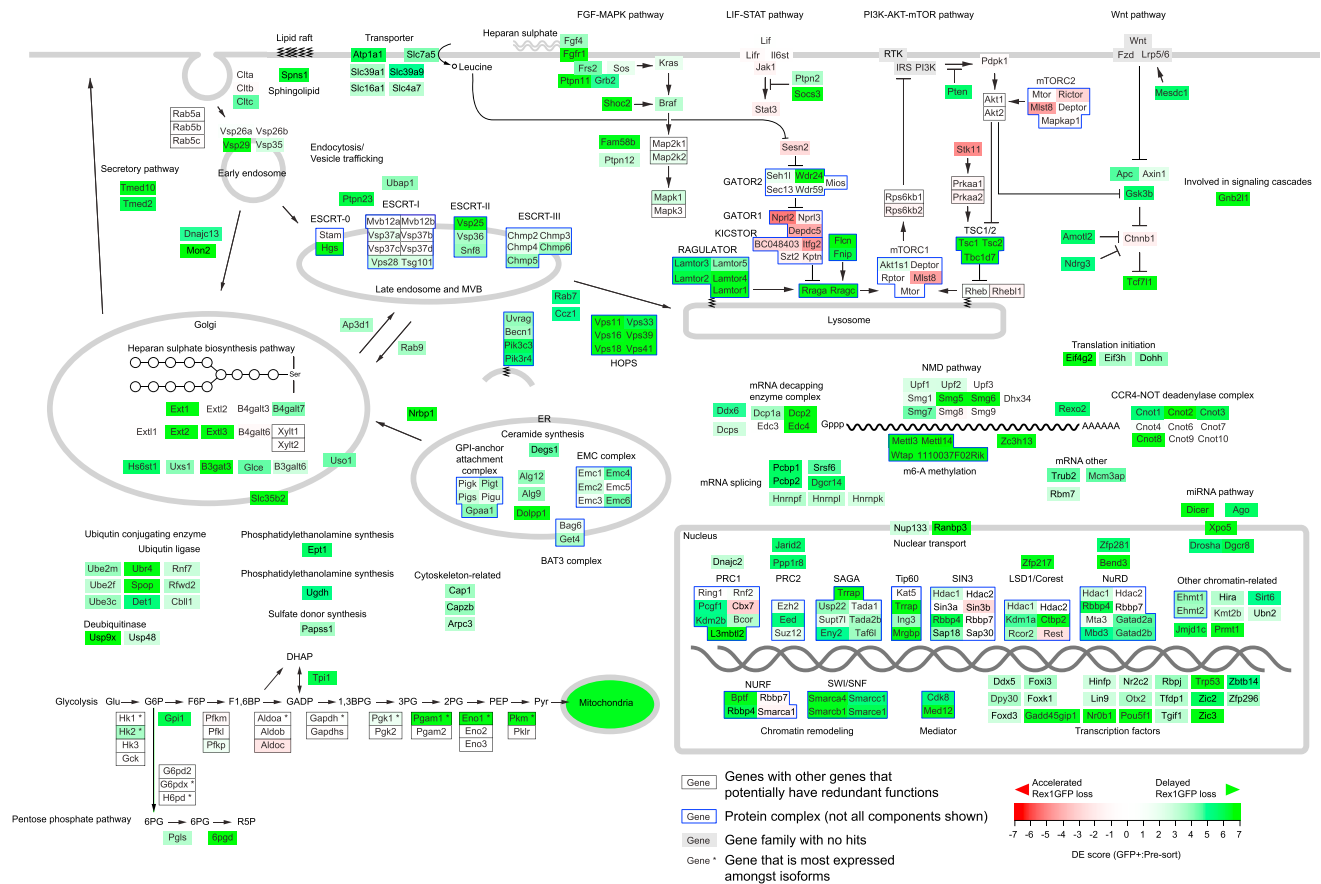

**Figure 3. Genes Identified in the CRISPR-KO Screen for Exit from Naive Pluripotency**

Genes with known functions are placed in pathways, protein complexes, or cellular compartments. When genes with redundant function are present, these genes are boxed in black. Defined protein complexes are boxed in blue. Not all components are shown for protein complexes. See also Figure S4.

essential component of the mTORC2 complex. We also identified *Mlst8*, a factor that was identified in both mTORC1 and mTORC2 complexes but that is specifically required for mTORC2 function (Guertin et al., 2006). With the exception of *Wdr24*, these genes, when perturbed, demonstrated accelerated differentiation.

The Tsc1/2 complex functions as guanosine triphosphatase (GTPase)-activating protein (GAP) toward Rheb (Inoki et al., 2003) (Figure 4A). Genetic deletion of the Tsc1/2 complex leaves Rheb in a guanosine triphosphate (GTP)-bound active form, resulting in constitutive activation of mTORC1 (Zhang et al., 2003). The Gator1 complex also negatively regulates mTORC1 activity through its GAP activity toward RagA in response to amino acid sensing (Bar-Peled et al., 2013) (Figure 4A). Therefore, Tsc1/2 and Gator1 complexes negatively regulate mTORC1 via two distinct signaling cascades. However, in both self-renewal and differentiation screens, these two complexes showed opposing phenotypes. During self-renewal, Gator1 complex KO increased heterogeneity, while Tsc1/2 KO acted to preserve homogeneity (Figure 4B). Under differentiation conditions, Tsc1/2 deficiency resulted in strong resistance to differentiation, whereas Gator1 KO accelerated differentiation (Figure 4C). Because both mTORC1 regulators are less understood in the context of mESC self-renewal and

differentiation, we sought to carry out further molecular studies on these hits.

### Gator1 Depletion Diminishes Self-Renewal and Promotes Differentiation

First, we generated *Nprl2* and *Depdc5* KO mESCs in the Rex1GFP background (Figures S5A and S5B). These KO mESCs showed indistinguishable morphology from wild-type cells and, as expected, upregulation of mTORC1 activity (Figure S5E). To investigate their self-renewal capability, we analyzed the percentage of cells retaining Rex1GFP expression after sorting GFP+ cells. In the SL condition, the GFP+ fraction in wild-type cells decreased for the first 4 days and plateaued around 70%, whereas *Tcf7l1* KO mESCs maintained a higher GFP+ fraction around 90% (Figure 4D, left panel). All *Nprl2* or *Depdc5* KO clones showed kinetics similar to wild-type cells but plateaued at a GFP+ fraction of 40%–50%, significantly lower than that of wild-type cells (Figure 4D, left panel). In the 2iL condition, there was no difference between wild-type and *Tcf7l1* KO mESCs; however, both *Nprl2* and *Depdc5* KO mESCs lost 5%–10% of the GFP+ fraction by day 6 (Figure 4D, right panel). We also investigated reactivation of *Rex1* expression by culturing sorted GFP– cells. In wild-type and *Tcf7l1* KO mESCs, approximately

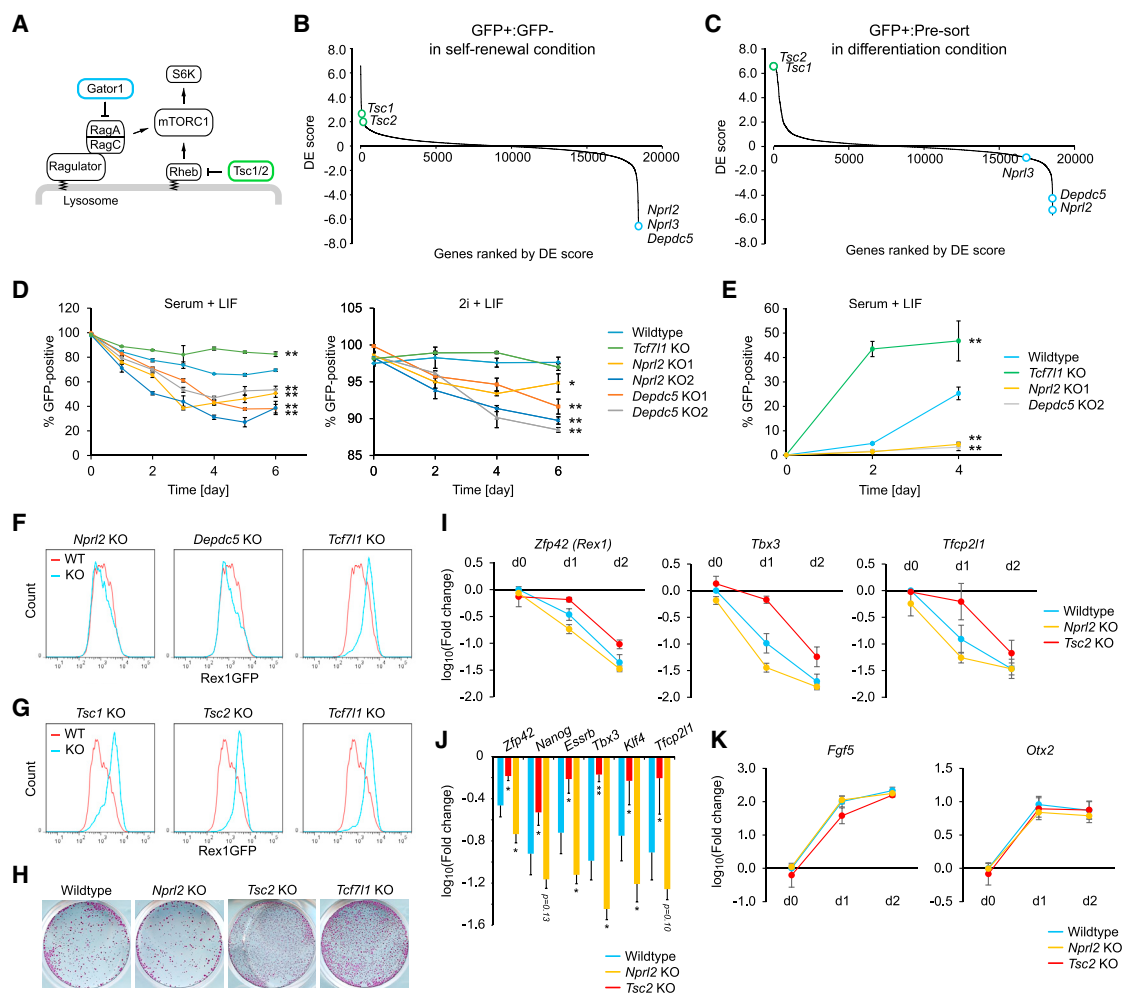

**Figure 4. Gator1 and Tsc2 Loss Exhibit Opposing Phenotype on Naive Pluripotency Network Resolution**

(A) Schematic of mTORC1 regulators.

(B and C) Ranked DE score plots from the self-renewal (B) and differentiation (C) screens, highlighting opposing phenotypes between *Tsc1/2* and Gator1.

(D) Maintenance of naive pluripotency measured as a percentage of Rex1GFP+ cells in the SL condition (left panel) and the 2iL condition (right panel).

(E) Reacquisition of naive pluripotency.

(F and G) Rex1GFP profiles of indicated mESCs after 27 hr differentiation for Gator1 (F) and Tsc1/2 (G) complex. *Tcf7l1* KO mESCs were used as a positive control.

(H) Commitment assay.

(I–K) qRT-PCR analysis of differentiating wild-type, *Npr12* KO mESCs, and *Tsc2* KO mESCs at the indicated days. Selected naive (I and J) and formative (K) markers were analyzed. Day 1 data are summarized in (J). Expression was normalized to day 0 wild-type expression, from which log<sub>10</sub>(fold change) were calculated.

Data are shown as mean ± SD. (D, E, and I–K) n = 3. Student's t test was performed. \*p ≤ 0.05; \*\*p ≤ 0.01. See also Figures S4 and S5.

20% and 50%, respectively, reactivated GFP expression by day 4, but reactivation in both *Npr12* and *Depdc5* KO mESCs was far less efficient, resulting in only 2%–3% (Figure 4E). These results validate the Gator1 KO phenotype observed in our self-renewal screen and indicate that self-renewal capability is partially compromised in Gator1 KO mESCs.

### Tsc1/2 Depletion Delays Differentiation and Reinforces Naive Pluripotency

How the deposited data were processed for this re-analysis (not part of the article)

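RNA-seq was analysed for 6 libraries of GFP+ mESCs (wild-type, *Nprl2* KO and *Tsc2* KO, 2 libraries each) and for 12 libraries of a differentiation time course of wild-type Rex1GFP mESCs (days 0, 1, 2 and 3, with 3 libraries per day). The CRISPR screens, qPCR, Western blots and flow cytometry of the paper were not analysed here.

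For each library the authors deposited, per RefSeq transcript, the estimated counts of kallisto and the TPM it computes from them. Neither is normalized between libraries. The authors also deposited their DESeq2 comparisons of each KO with wild-type, with columns for a log2 fold change, a p value and an adjusted p value. Each comparison lists 24369 genes, of which 11317 in *Nprl2* KO and 13190 in *Tsc2* KO have an adjusted p value. The paper's methods name kallisto and DESeq2 for the GFP+ libraries, and its text does not name their versions and settings, nor how the time-course libraries were made. In the deposited tables of the time course, transcript length minus effective length is 179 in all libraries, and in the GFP+ libraries it lies between 169.6 and 227.9, the highest in *Nprl2* KO library 1. A table of TPM per library that the authors also deposited was checked against the values per transcript. At least 99.8% of its values matched those of its own library, and at most 33.3% matched another library.

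Transcripts were assigned to genes through the RefSeq gene table of GRCm38.p6 (33713 of 34079 transcripts) and through GENCODE M21 (192 transcripts), and 174 were left out. Chromosomes and the order of genes are from the same RefSeq table. The text of the paper does not name the genome build used with kallisto, so no coordinates are given. Reads shared by near-identical genes or by processed pseudogenes were divided by kallisto, and the values of such genes carry that uncertainty.

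The total of estimated counts per library lay between 8610357 and 13780861 in GFP+ cells and between 12503005 and 15305054 in the time course. The share of counts from transcripts without a gene was between 1.65% and 3.57%, and the 10 genes with the most counts held between 4.86% and 5.62%. The most that a count of 0 allows, 3 counts, corresponds to between 0.203 and 0.354 CPM over the 18 libraries, for counting error only.

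Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, the low-count filter of edgeR, robust quasi-likelihood fits and Benjamini-Hochberg adjustment, with a threshold of 0.05. All GFP+ libraries were fitted together and all time-course libraries together. The comparisons were *Nprl2* KO with wild-type, *Tsc2* KO with wild-type, *Tsc2* KO with *Nprl2* KO, and days 1, 2 and 3 with day 0. The SE of a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. CPM values in the text use the TMM-normalized library sizes. Libraries of a genotype are numbered 1 and 2, and the labels do not say whether they come from separate clones or share a day of preparation.

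Lists of genes were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01. The 3 lists of general, naive and formative pluripotency are the genes of Fig. 6B. The other 11, written from general knowledge, are the amino acid response, cell cycle inhibitors, tRNA synthetases, cholesterol synthesis, the lysosome, Wnt targets, FoxO targets, imprinted genes, feeder fibroblasts, endoderm and the Y chromosome. The lists, comparisons, the rule for naming genes and the alternatives below were set before the data were examined, except where the text says that a choice was made afterwards. Gene sets of Reactome (1457 in the table held here, of which 837 had 10 to 500 genes tested) were compared by a hypergeometric test against the 4577 tested genes with a Reactome annotation. For each chromosome, the median log2 fold change was compared with 1000 random sets of as many genes.

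Genes are named by a rule. They are the genes of Fig. 6A and 6B and of the paper's RNA-seq text, the genes of the Gator1 and Tsc complexes, and for the time course the genes of Fig. 4I to 4K. The rule adds, for each KO, the 5 largest rises and the 5 largest falls among called genes with a mean log2 CPM of at least 1 and with both KO libraries on the same side of both wild-type libraries. It also adds the 5 largest in each quadrant of genes called in both KOs, and the called genes of lists that pass. Values are printed for some of these genes only.

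The alternatives were DESeq2 1.42.0 with its own size factors and filtering, upper-quartile normalization, no filter on low counts, at least 10 counts in every library, the replicate number as a block, a fit of each pair of genotypes alone, limma on log2(TPM + 1), and leaving out each library in turn. Where leaving out a library left a genotype with 1 library, only the fold change was computed. For lists they were camera with an estimated correlation, fry, the block and upper-quartile normalization. DESeq2 fitted to each pair of genotypes was added after the authors' comparisons had been seen.

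The edgeR and DESeq2 fits were tested on simulated data with 200 changed genes. For the GFP+ design, edgeR recovered 93% of them (87% of 2-fold and 99% of 4-fold changes), and 7% of its calls were unchanged genes. DESeq2 recovered 90%, with 7.69% unchanged genes among its calls. For the time course, edgeR recovered 96%, with 4.95% unchanged genes among its calls. Of 200 unchanged lists, camera called 0. The simulated genes varied independently of each other, so this does not test lists whose genes vary together. The Reactome test found 100 of 100 planted sets and returned a set for 5 of 100 random queries. The chromosome test found 5 of 5 chromosomes shifted by 0.3 and 0 of 95 unshifted ones, again with independent genes. Smaller shifts were not simulated. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.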

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

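The tests of chromosome 1 in this part (the share of genes above 0, the parts of the chromosome, the trend on length, GC content and expression, the single libraries, and the naive list without chromosome 1), the feeder test on the single libraries, and the readings of the endoderm, Wnt and lysosome lists were chosen only after the results they concern had been seen.

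The KOs differed from each other in 5 lists, by the direct comparison of *Tsc2* KO with *Nprl2* KO. The median log2 fold change between them was 1.24 in naive genes, -2.36 in formative genes, -0.38 in amino acid response genes (adjusted p = 0.00171 from limma's camera, 21 of 30 genes lower in *Tsc2* KO), 0.73 in lysosome genes (adjusted p = 4.9e-13, 28 of 28 higher) and -0.43 in Wnt targets (adjusted p = 0.0252, 10 of 15 lower). The calls of the naive list hold under fry and with an estimated correlation, and the other 4 hold under fry but not with the estimated correlation, where the adjusted p was 0.0747 for formative genes, 0.145 for the amino acid response and 0.238 for the lysosome and Wnt targets. Over the 4 alternatives it lay between 5.3e-36 and 0.0747, 0.00107 and 0.145, 3.2e-15 and 0.238, and 0.0105 and 0.238. The median of the Wnt targets was -0.05 without *Nprl2* KO library 2 and -0.12 without *Tsc2* KO library 1.

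For the naive and formative genes, a share of feeder fibroblasts in the sorted cells is argued against by the single libraries. The fibroblast genes were at a median log2 ratio to wild-type of -0.00 and -1.85 in the 2 *Tsc2* KO libraries, while the naive genes in the same libraries differed by 0.0754. The rise of the naive list was not carried only by its members on chromosome 1, as the median of the naive genes that lie elsewhere was 0.79 in *Tsc2* KO. An effect of raised chromosome 1 genes on genes elsewhere was not tested, and this median cannot exclude it. Endoderm-like cells cannot be told apart from none, because the median of the 8 endoderm genes tested was 0.33 in *Tsc2* KO (adjusted p = 0.672 from limma's camera), with members going both ways, and it was -0.40 without wild-type library 1. A difference between the KO lines as clones, rather than between the deleted genes, stays open and was not tested, since each KO is compared through 2 libraries whose clones the labels do not name.

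In lists outside the genes that the paper discusses, 4 lists differed from wild-type in both KOs. Lysosome genes fell by 0.41 in *Nprl2* KO as a median log2 fold change (adjusted p = 1.2e-08 from limma's camera, 25 of 28 lower, 1 called higher and 10 lower, 15 adjusted over the list alone) and rose by 0.36 in *Tsc2* KO (adjusted p = 6.7e-06, 25 of 28 higher, 17 called, 19 adjusted over the list alone). The median in *Nprl2* KO was -0.27 without wild-type library 2, and in *Tsc2* KO it was 0.23 without wild-type library 1. Tfe3, a regulator of lysosome genes, is a candidate explanation for the rise of 0.36 in *Tsc2* KO. It cannot be told apart from others here, because under fry the adjusted p was 0.0515 in *Tsc2* KO and 0.0787 in *Nprl2* KO, and it was 0.456 and 0.305 with the estimated correlation. Over the 4 alternatives the adjusted p lay between 1.1e-06 and 0.456 in *Tsc2* KO and between 8.7e-11 and 0.305 in *Nprl2* KO. The other biological and technical explanations of the lysosome genes were not tested.

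The 19 tRNA synthetases had a median log2 fold change of 0.13 in *Nprl2* KO (adjusted p = 5.7e-08 from limma's camera, 16 higher, 9 called higher and 1 lower, 10 adjusted over the list alone) and of 0.20 in *Tsc2* KO (adjusted p = 0.0124, 15 higher, 10 called higher and 2 lower, 14 adjusted over the list alone). Without wild-type library 1 the median in *Nprl2* KO was 0.21, and without *Nprl2* KO library 2 it was 0.22. In *Tsc2* KO, 3 of these genes lie on chromosome 1, and the median of the others was 0.15. Imprinted genes had a median of -0.0922 in *Nprl2* KO (adjusted p = 5.4e-04, 16 of 27 lower, 2 called higher and 6 lower, 11 adjusted over the list alone) and of -0.16 in *Tsc2* KO (adjusted p = 0.0206, 16 lower, 6 called higher and 11 lower, 18 adjusted over the list alone). Members went both ways, from *H19* with a log2 fold change of 2.66 in *Tsc2* KO to *Mirg*, which was at or under 3 counts in both KOs and is placed at its bound without a change of the median. Leaving out single libraries moved the median to between -0.19 and -0.10 in *Nprl2* KO, lowest without *Nprl2* KO library 1, and to between -0.39 and -0.19 in *Tsc2* KO, lowest without *Tsc2* KO library 2. The Y chromosome genes, 3 of the 4 listed, had a median of 0.33 in *Nprl2* KO (adjusted p = 0.00121, 3 of 3 higher, 2 called, 3 adjusted over the list alone) and of 0.49 in *Tsc2* KO (adjusted p = 0.0117, 3 of 3 higher, 3 called, 3 adjusted over the list alone). Loss of the Y chromosome in a KO line is excluded, since the lowest of these genes was at 39 CPM in any KO library. In both KOs, the calls of the tRNA synthetase, imprinted and Y chromosome lists hold under fry and not with the estimated correlation. No explanation of the rise of Y genes, of the tRNA synthetases or of the imprinted genes was tested, so technical and biological ones both stay open.

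The median log2 fold change of single chromosomes was compared with random sets of genes, which the paper does not do, and 5 medians passed over 40 tests. On chromosome 1 the median in *Tsc2* KO was 0.37 over 747 genes, where 1000 random sets lay between -0.04 and 0.05 (permutation p = 0.001, the smallest that the sets can give, adjusted p = 0.01). The others were smaller, with -0.1137 for chromosome 12 and -0.0695 for chromosome X in *Tsc2* KO (permutation p = 0.001 for both) and -0.0525 for chromosome 12 (permutation p = 0.001) and 0.0226 for chromosome 11 (permutation p = 0.005) in *Nprl2* KO. Of these, chromosome 12 holds *Mirg*, *Rian* and *Meg3*. A gained or lost copy of a whole chromosome is argued against for chromosome 1 by its first genes, since in the first 3 of 10 parts in gene order the median was 0.0052, and for the other chromosomes by the size of the medians, since an added copy in every cell would give 0.58 (log2 of 3/2). A whole copy in a small share of cells was not tested for these chromosomes, and no biological explanation of their shifts was tested.

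The rise on chromosome 1 in *Tsc2* KO was not carried by a few genes, as 74.4% of its genes were above 0. It was not carried by a single library, as the lower of the 2 *Tsc2* KO library medians was 0.33, nor by gene length, GC content and expression level, as the median was 0.36 after that trend had been removed (random sets reached 0.05). In the 10 parts of the chromosome, the medians were 0.00, 0.03, -0.03, 0.36, 0.48, 0.65, 0.58, 0.56, 0.53 and 0.47. Each of the last 6 parts was raised in both *Tsc2* KO libraries, with a lowest median of 0.39, while random sets of that size lay between -0.20 and 0.22. A gain of part of chromosome 1 in the *Tsc2* KO line is a candidate explanation that these values allow, with a median of 0.54 and 86.2% of genes above 0 in the last 6 parts against the 0.58 of an added copy. DNA was not measured, and regulation of the region by the KO stays open. The pattern concerns 337 of the 2050 genes called higher in *Tsc2* KO. On chromosome 1, 51.1% of genes were called in *Tsc2* KO, against 27.9% elsewhere, and in *Nprl2* KO 6.29% were called, against 6.44% elsewhere.

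In the time course, for which the paper reports no RNA-seq result, 8754, 9575 and 10201 genes differed from day 0 on days 1, 2 and 3, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For each day the 6 libraries compared can be split in 10 ways, and in fits of these libraries alone the real split gave 8771, 8812 and 9671 genes. On each day, 1 of the 10 splits, the real split itself, gave as many, and the other splits gave 0 genes, with between 12 and 99 genes at an unadjusted p under 0.05. With 10 splits the share cannot be under 0.1, so the share alone decides nothing. The counts, 8771, 8812 and 9671 genes against 0 in every other split, decide nothing either. Each other split puts libraries of both days in each group, so the difference between the days enters the spread. Differentiation is the explanation the design names, and it was not tested against others. No batch is named for these libraries.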

How the results depend on the processing

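DESeq2 fitted to each pair of genotypes was chosen only after the authors' values had been seen, and the other alternatives in this part were set earlier. Of 36 results that answer a comparison, 14 were unchanged under every alternative that keeps all libraries. Unchanged means the same direction and side of the threshold for a test, a count within 1.5 times, and any other value within 1 SD of the fits that each left out 1 library. With upper-quartile normalization 30 of 30 were unchanged. The cause of the changes below was not tested, except where an alternative tests fewer or more genes by its construction.

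The number of genes called in *Nprl2* KO, 883, was 1667 without the filter on low counts, 2072 with the replicate number as a block, 516 with limma on log2(TPM + 1) and 508 with DESeq2 fitted to each pair of genotypes, which gave 2571 in *Tsc2* KO. Of the 883 genes, 882 were among those called with the block. The libraries of different genotypes share only their numbers, and after the genotype means had been removed, those with the same number had a correlation across genes of 0.284 between wild-type and *Nprl2* KO, 0.233 between wild-type and *Tsc2* KO and 0.201 between the KOs. In the time course it lay between -0.206 and 0.25.

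Genes higher in both KOs, 113, were 72 with DESeq2, 200 without the filter, 282 with the block, 56 with DESeq2 fitted to each pair, and 1172 when called in either KO. Genes lower in both, 175, were 321 without the filter, 401 with the block, 105 with limma, 115 with DESeq2 fitted to each pair, and 1279 in either KO. Genes called with opposite signs, 220, were 425, 533, 117, 103 and 1919 under the same alternatives. The correlation of the KOs rose from 0.147 to 0.293 with DESeq2, 0.294 without the filter and 0.309 with DESeq2 fitted to each pair.

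The median absolute log2 fold change of called genes in *Nprl2* KO, 0.55, was 0.56 with DESeq2, 0.50 without the filter, 0.43 with the block, 0.60 in pairwise fits, 0.64 with limma and 0.63 with DESeq2 fitted to each pair. In *Tsc2* KO, from 0.60, it was 0.65 with DESeq2, 0.56 with 10 counts in every library, 0.52 with the block, 0.58 in pairwise fits and 0.65 with DESeq2 fitted to each pair.

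Lists keep their medians under other set tests, and some calls do not hold. With the estimated correlation these were cell cycle inhibitors (0.27) and formative genes (0.44) in *Nprl2* KO, amino acid response (0.63), formative (-1.66) and general genes (-0.23) in *Tsc2* KO, and amino acid response (-0.38) and formative genes (-2.36) between the KOs. Under fry they were the formative genes in *Nprl2* KO, the general genes in *Tsc2* KO and the lysosome genes in both KOs. The block made the cell cycle inhibitors pass between the KOs, with a median of -0.16, and the Wnt targets pass in *Tsc2* KO (adjusted p = 0.0296 from limma's camera, between 0.0296 and 0.271 over the alternatives). There were 9 lists other than the general, naive, formative, amino acid response and cell cycle inhibitor lists, and the lysosome and Wnt lists are among these 9. Of their 27 tests, 0 passed with the estimated correlation, against 10 with the preset correlation, and 2 of the 27 had an unadjusted p under 0.05 with the estimated correlation. With genes called in both KOs, 0 Reactome sets passed for genes lower in both, against 42, and 0 for genes lower in *Nprl2* KO and higher in *Tsc2* KO, against 8, with 98 and 15 at an unadjusted p under 0.05. Fewer genes enter these tests. With 10 counts in every library, 1 chromosome passed in *Nprl2* KO, against 2.

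The correlation with the change on day 1 of differentiation was 0.0982 in *Nprl2* KO with DESeq2, 0.0951 without the filter and 0.0976 against day 3. In *Tsc2* KO it was -0.27, -0.266 and -0.278 under the same alternatives and -0.328 against day 2.

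Across the 6 fits that each left out 1 GFP+ library, the correlation of the KOs lay between 0.119 and 0.26 (0.232 without wild-type library 1 and 0.26 without wild-type library 2). The median size was from 0.53 to 0.56 in *Nprl2* KO and from 0.57 to 0.62 in *Tsc2* KO. Medians of lists ranged from -0.48 to -0.43 (naive), 0.31 to 0.58 (formative), -0.19 to -0.02 (general), 0.64 to 0.77 (amino acid response) and 0.22 to 0.28 (cell cycle inhibitors) in *Nprl2* KO. In *Tsc2* KO they ranged from 0.87 to 0.96, -1.99 to -1.55, -0.32 to -0.15, 0.53 to 0.67 and 0.02 to 0.14, and between the KOs from 1.21 to 1.45, -2.61 to -2.08, -0.17 to 0.03, -0.42 to -0.35 and -0.25 to -0.12. The general list between the KOs changed sign without *Tsc2* KO library 2 (0.03) and without *Nprl2* KO library 1 (0.0037), and the cell cycle inhibitors in *Tsc2* KO moved to 0.02 without wild-type library 1. The correlation with the time course lay between 0.0842, without wild-type library 2, and 0.186 in *Nprl2* KO and between -0.404 and -0.34 in *Tsc2* KO. The genes called on days 1, 2 and 3 lay between 7951 and 9048, 9015 and 9737, and 9751 and 10468 across the 12 fits that each left out 1 library.

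Among 252 single genes and other lists, 10 values reversed in fits that kept all libraries. With limma on log2(TPM + 1) these were, in log2 fold change, *Fgf4* (-0.0165), *Zfp281* (-0.0392) and *Tsc2* (-0.0438) in *Nprl2* KO, *Pou5f1* (0.0316) and *Depdc5* (0.0428) in *Tsc2* KO, and *Pou5f1* (0.0096) and *Sall4* (0.0302) between the KOs. With DESeq2 they were *Zfp281* (-0.0008) and *Tsc2* (-0.0006) in *Nprl2* KO, and with the block the direction of the endoderm list between the KOs (median 0.52). None of these was called. In the other comparisons of these results with an alternative, 50 passed the threshold newly and 42 no longer passed it. Of the rest, 3329 stayed on their side of the threshold or, without a test, within the spread of the libraries or the 1.5 times or 1 SD above, and 81 moved further. In the fits that left out 1 GFP+ library, 45 values changed sign, most of them within that spread.

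Depth limits genes near 3 counts, such as *Mirg* and *Trpm1*, whose falls are lower bounds. With 2 libraries per genotype, *Fgf5* was not settled, because its wild-type libraries differed by more than its change. With the block, *Fgf5* was called in *Nprl2* KO (adjusted p = 0.0167 from edgeR's test, between 0.0123 and 0.432 over the alternatives) and in *Tsc2* KO (adjusted p = 0.0186, between 0.00195 and 0.367), and *Rian* was not called in *Nprl2* KO (adjusted p = 0.0627, between 1.3e-300 and 0.0627 over the alternatives).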

Differences from the paper's values

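The alternative chosen only after the values had been seen is DESeq2 fitted to each pair of genotypes. No explanation of a difference was tested in this part.

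The paper reports 512 differentially expressed genes in *Nprl2* KO mESCs, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 883. Of the alternatives set before the data were examined, DESeq2 (683), the fit of each pair of genotypes alone (735) and limma on log2(TPM + 1) (516) gave counts within 1.5 times the paper's value. Upper-quartile normalization (886), no filter on low counts (1667), at least 10 counts in every library (869) and the replicate number as a block (2072) did not.

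For *Tsc2* KO mESCs the paper reports 2589 genes, and the count here was 3996. Of the alternatives set before the data were examined, DESeq2 (2742), at least 10 counts in every library (3769) and limma on log2(TPM + 1) (3346) gave counts within 1.5 times the paper's value. Upper-quartile normalization (4001), no filter (4638), the block (5255) and the fit of each pair alone (3979) did not. DESeq2 fitted to each pair of genotypes, an alternative chosen after seeing the authors' values, gave 508 genes in *Nprl2* KO and 2571 in *Tsc2* KO.

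The authors' deposited comparisons hold 512 genes with an adjusted p under 0.05 in *Nprl2* KO and 2589 in *Tsc2* KO, as in the paper. Of these, 508 and 2577 were tested here by edgeR, and 457 and 2492 were also called. DESeq2 fitted to each pair of genotypes called 502 and 2552 of them. The log2 fold changes here and in the authors' comparisons had a Spearman correlation of 0.948 and 0.98 across genes, and 1 of the authors' called genes in each KO had the opposite sign here.

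For the 76 genes that the paper reports as higher in both KOs, 113 genes were called here, which is within 1.5 times. In the authors' deposited comparisons 56 genes are called higher in both KOs, and 661 in at least 1 KO, and neither count is the paper's. DESeq2 (72), pairwise fits (86) and limma (90) came nearest.

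The paper states that general pluripotency genes were similar in all genotypes. In *Tsc2* KO, 5 of the 8 were called here, among them *Lin28a* with a log2 fold change of -1.16, and the authors' own value for *Lin28a* is -1.15. Under fry and with the estimated correlation the list as a whole did not pass in *Tsc2* KO.

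The paper states that *Fgf5* was lower in *Tsc2* KO mESCs. Its log2 fold change here was -1.20 (adjusted p = 0.22 from edgeR's test, between 0.00195 and 0.367 over the alternatives), and the authors' deposited value is -0.47 with an adjusted p of 0.3 from DESeq2. The settings of the authors' DESeq2 fit are not named, so the sizes of these fold changes need not be comparable. The gene was called here only without the filter on low counts and with the replicate number as a block. In the time course and between the KOs it was called.

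The paper states that fold differences were generally smaller in *Nprl2* KO. The median over called genes had that order here (0.55 and 0.60) but not in pairwise fits (0.60 and 0.58) or with limma on log2(TPM + 1) (0.64 and 0.60). The other alternatives that kept all libraries had the paper's order, such as DESeq2 (0.56 and 0.65). Over all genes tested the SD of the log2 fold changes was 0.41 in *Nprl2* KO and 0.64 in *Tsc2* KO. It was larger in *Tsc2* KO under every alternative.

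The paper states that negative regulators of the cell cycle were lower in both KOs. The list of 30 genes written for this comparison is not the paper's set, and it includes *Mdm2*, which is not itself an inhibitor. It was higher in *Nprl2* KO, with a median log2 fold change of 0.27, and in *Tsc2* KO it was at 0.09 and did not pass. The Gene Ontology analysis itself was not repeated.

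The paper states that genes changed differently in the KOs were enriched for development. Among Reactome sets, which are not the paper's terms, those that passed here are named for insulin receptor recycling, transferrin, ion channels, iron uptake, transport of small molecules across membranes, and lipids (metabolism of lipids and lipoproteins, 58 of 381 genes, adjusted p = 0.0086, hypergeometric test). These sets can share genes, so they are not separate findings. For genes higher in *Nprl2* KO and lower in *Tsc2* KO, 0 sets passed, with 26 at an unadjusted p under 0.05.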

Other observations

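In this part, the test of fibroblast genes in the single libraries, the Wnt list without *Lef1*, the reading of the FoxO list, and the weight given to the difference between the *Nprl2* KO libraries in the fragment length test were chosen only after the results had been seen.

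The fold changes of the KOs were compared with the change of the same 13414 genes on day 1 of differentiation. The Spearman correlation across genes, which are not independent replicates, was -0.391 for *Tsc2* KO, 0.148 for *Nprl2* KO and -0.426 for *Tsc2* KO against *Nprl2* KO. The experiments share no library. Without wild-type library 2 the correlation for *Nprl2* KO was 0.0842. Against day 2 it was -0.328 in *Tsc2* KO and 0.155 in *Nprl2* KO, and against day 3 it was -0.278 and 0.0976. Given gene length, GC content and expression level, the partial correlation was -0.395 for *Tsc2* KO and 0.169 for *Nprl2* KO (13167 genes), so these do not account for the relation. Without the genes of Fig. 6B it was -0.389 for *Tsc2* KO and 0.145 for *Nprl2* KO, but leaving out so few genes can hardly move a rank correlation, so this decides nothing. GFP+ cells of *Tsc2* KO may thus be further from, and those of *Nprl2* KO closer to, the state on day 1 than wild-type GFP+ cells, which is a hypothesis from these data. Differences between the lines as clones stay open.

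The correlation of the KO fold changes with each other, 0.147, may come from the shared wild-type libraries. With a wild-type library of its own for each KO, it was -0.01354 in one assignment and 0.00867 in the other. It is below the 0.466 to 0.503 that shared libraries give in simulated data without any change, which allows real changes of opposite sign to have lowered it.

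The list of feeder fibroblasts, the cells on which mESCs were grown, had 16 genes tested and a median log2 fold change of -0.19 in *Nprl2* KO (adjusted p = 0.672 from limma's camera) and -0.73 in *Tsc2* KO (adjusted p = 0.234), and of -0.53 between the KOs (adjusted p = 0.467). In *Tsc2* KO it rested on library 2, without which it was -0.02, and it was -2.08 without library 1. The median ratio to wild-type was -0.0024 in *Tsc2* KO library 1 and -1.85 in library 2, with 15 of 16 genes lower in the fit of both. An effect of the KO on fibroblast genes cannot be told apart from a difference between these libraries, because only 2 libraries were compared and they differ. *Col1a1*, which was chosen after its values had been seen, was at 179.3 and 134.5 CPM in wild-type, 144.9 and 145.9 in *Nprl2* KO, and 152.4 and 37.2 in *Tsc2* KO. Fewer feeder cells in *Tsc2* KO library 2 is a candidate explanation, and it was not tested apart from the list.

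FoxO targets, which the paper's Akt results bear on, did not differ between the KOs (median 0.14, adjusted p = 0.564 from limma's camera), nor from wild-type, with 0.10 in *Tsc2* KO and -0.00 in *Nprl2* KO (adjusted p = 0.672 for both). Without *Tsc2* KO library 2 the medians were 0.07 between the KOs and 0.01 in *Tsc2* KO. Members went both ways, with 7 called higher and 4 lower in *Tsc2* KO (11 adjusted over the list alone), so an action of Akt on FoxO targets could not be told from none. Wnt targets were at a median of -0.43 between the KOs, against the direction that lower Gsk3 activity in *Tsc2* KO would give, at -0.26 in *Tsc2* KO (adjusted p = 0.0527 from limma's camera) and at 0.22 in *Nprl2* KO (adjusted p = 0.413). The median in *Tsc2* KO was -0.04 without wild-type library 2, and in *Nprl2* KO it was -0.06 without wild-type library 1 and -0.12 without *Nprl2* KO library 2. *Lef1* is also in the formative list, and without it the median between the KOs was -0.27 over 14 genes and did not pass under camera. The action of Gsk3 on these targets therefore stays open.

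Cholesterol synthesis genes had medians of -0.01 in *Nprl2* KO (adjusted p = 0.777 from limma's camera), -0.05 in *Tsc2* KO (adjusted p = 0.579) and -0.04 between the KOs (adjusted p = 0.672). The 8 endoderm genes tested were at -0.15 in *Nprl2* KO (adjusted p = 0.672) and at 0.45 between the KOs (adjusted p = 0.86), with -0.97 and 1.20 without *Nprl2* KO library 2. *Tsc1* was called higher in *Tsc2* KO, with a log2 fold change of 0.48 (adjusted p = 0.00411 from edgeR's test).

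Fragments were longer in *Nprl2* KO library 1 than in the other GFP+ libraries. Across genes, the difference between the 2 *Nprl2* KO libraries had a Spearman correlation with transcript length of 0.0537, against -0.0341 between the wild-type libraries and -0.00654 between the *Tsc2* KO libraries, so fragment length had little effect on the values of that library. The log2 fold changes of genes called in *Nprl2* KO had a correlation of -0.223 with transcript length, and its cause was not tested.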
